# Effects of Indole-3-Acetic Acid on the Transcriptional Activities and Stress Tolerance of *Bradyrhizobium japonicum*

**DOI:** 10.1371/journal.pone.0076559

**Published:** 2013-10-02

**Authors:** Andrew J. Donati, Hae-In Lee, Johan H. J. Leveau, Woo-Suk Chang

## Abstract

A genome-wide transcriptional profile of *Bradyrhizobium japonicum*, the nitrogen-fixing endosymbiont of the soybean plant, revealed differential expression of approximately 15% of the genome after a 1 mM treatment with the phytohormone indole-3-acetic acid (IAA). A total of 1,323 genes were differentially expressed (619 up-regulated and 704 down-regulated) at a two-fold cut off with *q* value ≤ 0.05. General stress response genes were induced, such as those involved in response to heat, cold, oxidative, osmotic, and desiccation stresses and in exopolysaccharide (EPS) biosynthesis. This suggests that IAA is effective in activating a generalized stress response in *B. japonicum*. The transcriptional data were corroborated by the finding that stress tolerance of *B. japonicum* in cell viability assays was enhanced when pre-treated with 1 mM IAA compared to controls. The IAA treatment also stimulated biofilm formation and EPS production by *B. japonicum*, especially acidic sugar components in the total EPS. The IAA pre-treatment did not influence the nodulation ability of *B. japonicum*. The data provide a comprehensive overview of the potential transcriptional responses of the symbiotic bacterium when exposed to the ubiquitous hormone of its plant host.

## Introduction

Indole-3-acetic acid (IAA) is an auxin-type phytohormone which plays a significant role in regulating cellular development in plants. It affects cellular elongation, differentiation, cellular division, apoptosis, and morphogenesis [1–3]. Auxins are capable of influencing gene expression in a highly efficient and selective manner by means of both positive and negative regulation [2].

Soil bacteria that reside in close association with plants, including pathogens, commensals, and endosymbionts, such as *Agrobacterium tumefaciens, Azospirillum brasilense, Pseudomonas syringae*, and *Bradyrhizobium japonicum* have been demonstrated to produce phytohormones such as IAA. This property is presumed to be a mechanism for altering the host plant’s physiology to the benefit of the bacteria [4–8]. *B. japonicum* is a bacterium of interest because it can exist in either a free-living state or an endosymbiont state in which it establishes a symbiotic relationship with the soybean plant (*Glycine max*) by engaging in specific signaling and a communication cascade which involves plant-borne flavonoids and bacterial lipo-chito-oligosaccharide Nod factors [9,10]. The ultimate result of the Nod factor-involved cascade on the soybean plant is organogenesis of root nodules in which bacteroids, an altered state of bacteria, reduce atmospheric nitrogen to ammonia for the benefit of the host plant. During the transition of the bacterium from a free-living state to a bacteroid state, the plant is concomitantly experiencing a localized structural and physiological change, which is mediated in part by hormones such as IAA.

*B. japonicum* has been shown to produce IAA at low concentrations either in the form of bacteroids within the soybean nodule [11] or under free-living conditions [12]. In addition to the synthesis of IAA, *B. japonicum* can also utilize exogenous IAA as a carbon source [13,14]. Studies of metabolite profiles by Egebo et al. indicate that the IAA degradation is an oxygen-dependent process [13]. Jensen et al. further identified intermediate compounds that illustrate a novel catabolic pathway for the IAA degradation in *B. japonicum* [14]. Little is known about how *B. japonicum* responds to exogenous IAA at the transcriptional level. To date, transcriptional profiles of bacteria in response to IAA are available for *Escherichia coli* [15,16], *A. tumefaciens* [17], *A. brasilense* [7], and *Sinorhizobium meliloti* [18]. However, none of them is an IAA degrader, although they are able to synthesize IAA. Thus, a comprehensive gene expression profile of *B. japonicum* would be of considerable importance not only for identifying genes required for IAA catabolism as a symbiotic nitrogen fixer, but also for making inferences on the biological relevance of the phytohormone in the symbiosis with its host plant. Here we propose that the transcriptional responses and the associated physiological changes will confer some fitness advantage to *B. japonicum*’s ability to survive in the rhizosphere that often undergoes fluctuations of environmental factors such as temperature, osmotic pressure, reactive oxygen species, and desiccation.

## Materials and Methods

### Bacterial strains and culture conditions

*B. japonicum* USDA 110 was cultured in arabinose-gluconate (AG) medium which was comprised of 125 mg NaHPO_4_, 250 mg Na _2_SO_4_, 320 mg NH_4_Cl, 180 mg MgSO_4_·7H_2_O, 10 mg CaCl_2_, 4 mg FeCl_3_, 1.3 g HEPES, 1.1 g MES, 1.0 g yeast extract, 1.0g L-arabinose, and 1.0 g D-gluconic acid sodium salt per liter with pH adjusted to 6.8 [19]. Cultures were maintained with full aeration at 30 °C with shaking (200 rpm).

### Growth conditions for IAA treatments

The effects of IAA on the growth and survival characteristics of *B. japonicum* were investigated. Briefly, cells were grown in a 1-liter-flask containing 350 ml of the AG medium until mid-log phase in order to capture the cells in a metabolically active state (O.D._600_ ~ 0.8 to 1.0). The culture was divided into six 50-ml cultures by pipetting into 250-ml flasks and each culture was subsequently treated with a range of IAA concentrations (0, 0.25, 0.5, 1, 2, and 5 mM). For the 0 mM IAA control treatment, the same volume of ethanol was added, since ethanol was used as a solvent to dissolve IAA. After IAA treatments, measurements of turbidity (O.D._600_) were taken at 4, 16, and 28 h after treatment with a UV-Vis spectrophotometer (Genesys 5, Spectronic Instruments) and plotted against time.

### Detection and quantification of IAA *in vitro*

The effective concentration of IAA in the cultures was detected and quantified by the use of the Salkowski staining reagent [20]. The reagent was prepared by slowly dissolving 2.4 g FeCl_3_ in a solvent comprised of 88 ml H_2_SO_4_ and 100 ml H_2_O. The reagent was subsequently stored in the dark. IAA in the culture was quantified by mixing 0.5 ml of the Salkowski reagent with 0.5 mL of the sample and incubating the samples in the dark for 1 h. The absorbance at 540 nm was measured and the measurements were compared to a standard curve to infer effective concentration of IAA in the culture. IAA was also added to cell-free media for each concentration to rule out a possible effect of the medium on IAA biodegradation. Three replicates were included for all measurements.

### RNA isolation

The IAA-treated cells were harvested from 100-ml cultures during mid-log phase (O.D._600_ ~0.8-1.0) after treatment with 1 mM IAA (0.2% v/v) for 3 h by the addition of 10% stop solution (5% H_2_O-phenol, pH 4.3, in 100% ethanol). The control cells were also harvested form 100-ml cultures treated with solvent (ethanol, 0.2% v/v) for 3 h by the addition of 10% stop solution. Cells were recovered by centrifugation at 8,000 x *g* for 20 min, flash frozen in liquid N_2_, and stored at -80 °C until use. Total RNA was isolated from cell pellets using a modified hot-phenol method as previously described [21]. DNase treatment and purification of total RNA were performed by using RNase-free DNase set (Qiagen) and the RNeasy® mini kit (Qiagen) according to the manufacturer’s protocols. RNA quality was analyzed on 0.8% agarose gels and RNA quantity was measured by the NanoDrop ND-1000 spectrophotometer (Thermo Scientific).

### Analysis of genome-wide transcriptional activities by microarray hybridization

Genome-wide transcriptional profiles were generated from the hybridization of cDNA samples labeled with Amersham Cy3 and Cy5 monoreactive dyes (GE Healthcare) to microarray chips containing 70-mer oligonucleotides which were complementary to each of the 8,453 annotated open reading frames (ORFs) of *B. japonicum* [22]. Thirty micrograms of input total RNA were used for cDNA synthesis and 5 µg of cDNA from both control and experimental conditions were used for labeling and hybridization. The detailed protocols for cDNA synthesis, cDNA labeling, hybridization, and washing have been described [22]. The hybridizations were performed with three independent biological replicates for each condition, as well as a dye-swap for each replicate, resulting in a total of 6 slides as was previously described [22].

### Statistical analysis of microarray data

The slides were scanned with the Axon GenePix 4200 scanner and GenePix Pro 6.0 software was used to measure intensity values at each spot. The Lowess spatial smoothing algorithm and mixed-effect microarray ANOVA (MAANOVA) were used to standardize the signal intensities to account for slide and spot abnormalities [23]. The significance analysis of microarray (SAM) statistical package [24] was used to create a list of differentially expressed genes with a fold-induction threshold of 2.0, and a false-discovery rate (FDR) of 5% or less (*q* value ≤ 0.05). The microarray data from this study are compiled in the NCBI Gene Expression Omnibus (GEO) database (http://www.ncbi.nlm.nih.gov/geo/) and are accessible through the GEO series accession numbers GSE36913.

### Quantitative reverse transcription-PCR (qRT-PCR) analysis

For the purpose of confirmation, representative genes which were differentially expressed from the microarray data were chosen for qRT-PCR analysis. Primers were designed with Primer 3 software, available at http://frodo.wi.mit.edu/primer3/, to amplify 80-250 bp regions of the chosen genes (Table S1). The source of the input RNA was the same as that used in the microarray experiment. The process of cDNA synthesis and qRT-PCR was performed according to a previously described protocol [25]. Melting curve analysis was performed on Sequence Detection System software (version 1.3; Applied Biosystems) to check the specificity of PCR products and the LinRegPCR software was used to determine the target mRNA quantity (R_0_) and amplification efficiency (E) (Table S2) [26]. Relative expression values from three technical replicates of each biological replicate (a total of three biological replicates) were normalized to the expression values of a housekeeping gene (bll0631, *par*A) [25], which encodes a chromosome partitioning protein. This gene was constitutively expressed under both IAA treatment and control conditions. 

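On the arrays, bll0631 (parA) had a log2 ratio of IAA over control of -0.21 (standard error 0.074, n = 3 biological replicates), with -0.15, -0.23 and -0.23 in replicates 1, 2 and 3. This is a fold change of -1.15. It did not pass the limma test over all genes (adjusted p = 0.0574). After each array was centred on its median, the log2 ratio was -0.23 with an adjusted p of 0.0396, and with the 6 arrays fitted under a replicate block the adjusted p was 0.0103, also from limma. It was 0.0492 after the arrays were quantile normalized, and 0.106, 0.200 and 0.158 without replicate 1, 2 and 3. The SAM statistic over the 6 arrays, which takes an array and its dye swap as independent, gave a q of 0.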

Fold-induction values were calculated in accordance with a previously described method [27].

### Stress tolerance tests

The effects of a 1 mM IAA pre-treatment on tolerance to oxidative stress, heat shock, cold shock, osmotic stress, and desiccation stress were examined. Cultures were grown to mid-log phase (O.D._600_ ~ 1.0) and then divided evenly for all tests. One secondary culture from each replicate received a 1 mM IAA treatment for 3 h, while the other did not (control). Both secondary cultures were subsequently exposed to the exogenous stress variable. The experimental conditions were as follows: heat shock (42 °C or 50 °C for 10 min.); cold shock (4 °C for 4, 24, and 72 h); osmotic stress (0.5M NaCl for 4 h), desiccation stress (27% relative humidity [RH] for 72 h), and oxidative stress (10 mM H2O2 for 20 min). The osmotic, desiccation, and oxidative conditions were chosen based on our previous studies [22,25,28]. Samples were taken at the indicated time points and serially diluted before being spread on AG agar plates. CFUs were counted after 3-5 days of incubation at 30 °C and recorded for each replicate. Three independent replicates were included for each condition and time variable. Percent survival was calculated by using the viable cell count at t = 0 as a reference for each sample set.

### Exopolysaccharide (EPS) quantification

The effect of 1 mM IAA on the EPS production phenotype was assayed. The mid-log phase cultures treated with or without 1 mM IAA were grown to stationary phase and then harvested by centrifugation at 16,000 × g for 30 min at 4 °C. The supernatant containing extracellular materials was filtered (pore size, 0.45 µm) and treated with DNase I and proteinase K as described previously [29,30]. EPS was precipitated overnight with 3 volumes of ethanol at -20 °C. A second ethanol precipitation was performed to ensure adequate EPS recovery [31,32]. EPS was dried at room temperature before being resuspended in deionized water. Total carbohydrate content was measured by the phenol-sulfuric acid method [33] with glucose (Glc) as the standard, and the acidic carbohydrate content was measured by the *m-*phenylphenol method [34] with D-glucuronic acid (GlcUA) as the standard. Total protein content was also measured by the Bradford’s method [35] to normalize the carbohydrate content to the total protein. Six independent replicates were included for each condition.

### Biofilm assay

A quantitative biofilm assay was performed in polystyrene 96-well microtiter plates as described previously [36,37]. Briefly, *B. japonicum* cells were harvested from 10 ml of mid-log phase culture by centrifugation at 8,000 × g for 5 min. The cell pellet was washed and resuspended in Bergersen minimal medium [38] with 0.4% glycerol (BMM) to adjust to an OD_600_ of 1. The cell suspension was 0.5% (vol/vol) diluted (initial OD_600_ was 0.005; ca 5 × 10^6^ cells/ml) into BMM supplemented with different concentrations of IAA (final concentrations were 0.1, 0.25, 0.5, and 1 mM, respectively), or its solvent ethanol. The same volume (0.2% vol/vol) of ethanol, but different concentrations of IAA, was added to each treatment. One hundred fifty microliter volumes were transferred into the wells (6 wells per sample) of polystyrene 96-well plates. The plates were then incubated at 30 °C without shaking. Specific biofilm formation (SBF) was calculated as follows [39]: SBF = (B-C)/G, where B is the OD_595_ of the attached biofilm cells, C is the OD_595_ of the stained control wells containing the medium only, and G is the OD_600_ of cells grown in broth. Experiments were independently repeated three times.

### Nodulation assay

Soybean seeds for the nodulation assay were surface-sterilized and germinated as described previously [37]. The sterilized seeds were transferred into plastic plant growth pouches (Mega International) and inoculated with 1 ml of the cell suspension (OD_600_ = 0.1; ca. 1 × 10^8^ CFU/ml) of *B. japonicum* pretreated with various concentrations of IAA for 3 h. The inoculated seedlings were grown in a plant growth chamber at 26 °C with 16 h of day and 8 h of night. After 21 days post inoculation, the number of nodules and the distance from the initial root tip were determined as described previously [40]. Subsequently, nodules were detached from the roots using sterilized fine point tweezers. The detached nodules and the whole plants without nodules were dried in an oven at 70°C for 3 days, and the dry weights of both were measured. A total of 9 plants were used for each treatment in the nodulation assay and all experiments were repeated three times.

## Results

### IAA affects *B. japonicum* growth and survival

We investigated the effects of the phytohormone IAA on the growth and survival of *B. japonicum* across a range of concentrations (0.25, 0.5, 1, 2, and 5 mM) during mid-log to early stationary phase. After the addition of IAA to a culture in mid-exponential phase (O.D._600_ ~ 1.0), the growth rate appeared to decrease in a concentration-dependent manner, but there was no statistically significant reduction in optical cell densities up to 0.5 mM at 16 h after exposure to IAA (Figure 1). Significant reduction was observed in 1, 2, and 5 mM treatments compared to the control treatment at 16 and 28 h after exposure to IAA. We selected the 1 mM concentration for the transcriptomics study and further experiments, since it showed an intermediate effect on the growth of *B. japonicum* cells. The same concentration was also used in other studies investigating the impact of IAA on transcription and phenotype [7,41]. Additionally, we monitored the disappearance of the added IAA, because *B. japonicum* is capable of IAA degradation. Within 8 h, all IAA had disappeared in cultures with 0.25 mM IAA (Figure 2). IAA was no longer detectable after 20 h for the 0.5 and 1 mM conditions. For the 1 mM condition after 3 h, approximately 0.8 mM or 80% of the treatment was still detectable in the medium (Figure 2). However, the remaining cultures might contain oxidized or conjugated forms of IAA besides free IAA because the Salkowski method could detect all kinds of IAA derivatives. The levels of IAA stayed constant for the cell-free medium (data not shown), which eliminates a possible effect of the medium itself on IAA degradation.

**Figure 1:**
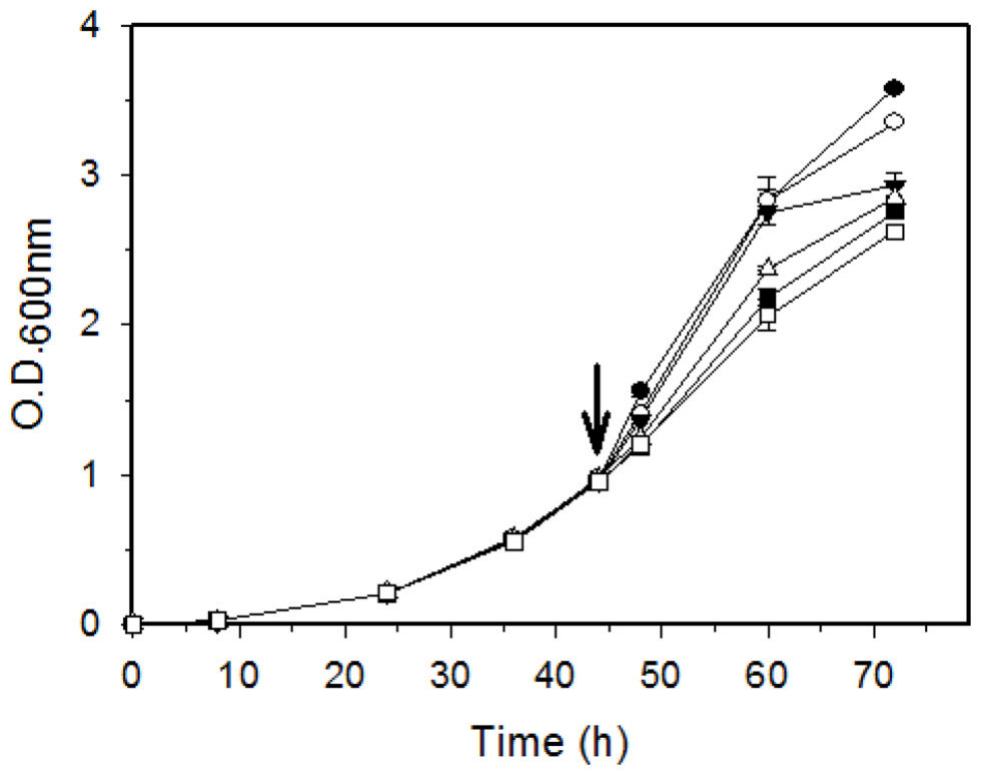
The growth characteristics of *B. japonicum* in response to IAA treatments. An arrow indicates the time (t = 44 h; O.D._600_ ~ 1.0) at which IAA was added to cultures. The symbol legend is as follows: (-●-), control (no IAA); (-○-), 0.25 mM; (--), 0.5 mM; (-Δ-), 1 mM; (-■-), 2 mM; and (-□-), 5 mM. Each point is the mean ± standard error of the mean for three biological replicates.

**Figure 2:**
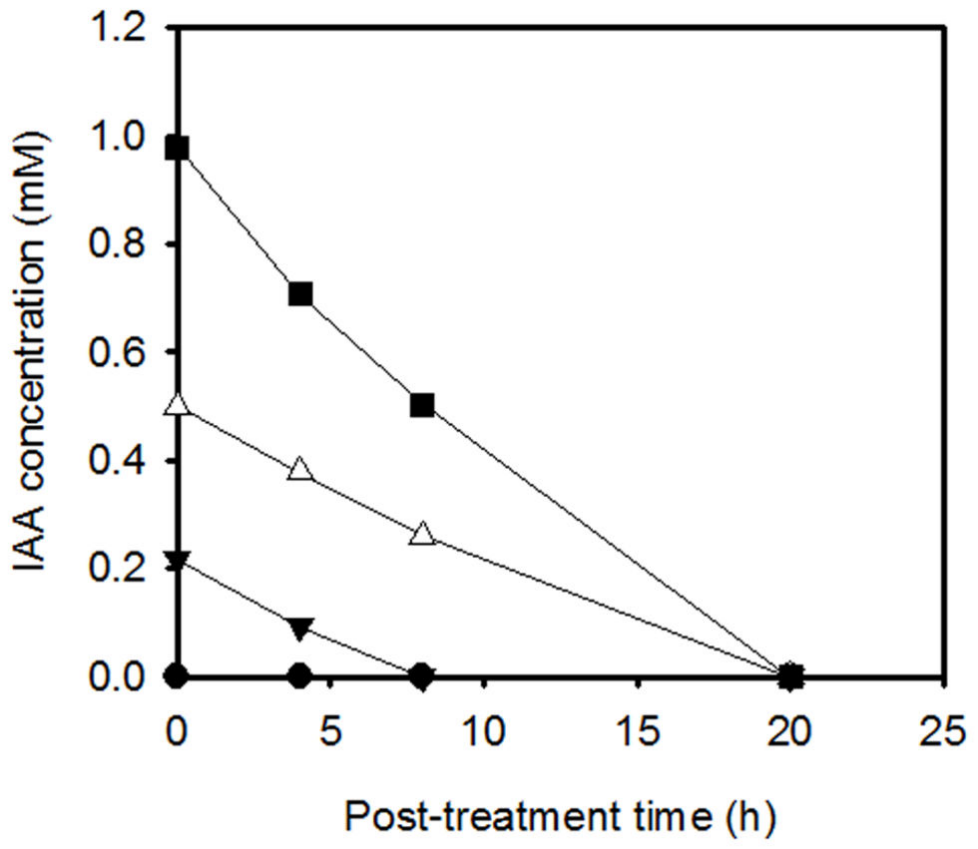
The concentration of IAA in the supernatant plotted as a function of time. Time on the X-axis corresponds to post-treatment time. The symbol legend is as follows: (-●-), control (no IAA); (--), 0.25 mM; (-Δ-), 0.5 mM; and (-■-), 1 mM. Each point is the mean ± standard error of the mean for two independent experiments, each comprising three replications. No error bar is shown due to too small variances.

### The genome-wide transcriptional profile reveals that IAA has a significant effect on *B. japonicum* gene expression

A total of 1,323 genes (619 up-regulated and 704 down-regulated) out of the 8,543 annotated open reading frames (15.5%) for *B. japonicum* exhibited differential expression in response to a 3 h exposure to 1 mM IAA with a 2.0 fold cut-off and *q* ≤ 0.05 (Table S3). 

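RNA from mid-log phase cultures of B. japonicum exposed to 1 mM IAA for 3 h, and from control cultures, was compared on 2-colour oligonucleotide arrays. There were 3 biological replicates, each hybridized on 2 arrays with the dyes exchanged, which gave 6 arrays. The methods name ethanol, the solvent of IAA, at 0.2% as the control, while the sample labels call the control untreated. The values used here are the log2 ratios of IAA over control that the authors deposited after Lowess smoothing and MAANOVA, with the dye-swapped arrays already turned to the same direction. In each of the 8166 genes with a value on every array, the mean of the 3 arrays with IAA in Cy5 equalled the mean of the 3 arrays with IAA in Cy3 to within 1.6e-08, so the average dye effect of each gene had been removed before deposit. The median log2 ratio of an array lay between 0.01 and 0.04. An array and its dye swap correlated across genes at r = 0.957, 0.962 and 0.953 in replicates 1, 2 and 3, and the replicate means correlated at 0.909 to 0.936 (genes are not independent replicates). The removal of the dye effect may have raised the correlation of an array with its dye swap, which is therefore no measure of technical reproducibility. Each array was averaged with its dye swap, and the 3 replicate means were tested against 0 with limma. A gene was called when its Benjamini-Hochberg adjusted p was at most 0.05 and its change at least 2-fold. Spot intensities were not used here, so the signal over background behind each ratio is not known, and the number of arrays limits the precision.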

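Of the 8166 genes tested, 611 were called up and 672 down after exposure to IAA. The largest rises were in bsl7903 (log2 ratio 5.82, standard error 0.27), blr4417 (5.73, standard error 0.16), bll3426 (5.65, standard error 0.13) and blr3415 (5.25, standard error 0.18), with limma adjusted p values from 4.02e-05 to 1.02e-04. The largest falls were in the flagellin gene bll6865 (log2 ratio -6.42, standard error 0.10), in bll6866, also a flagellin gene (-5.34, standard error 0.14), in bll5076 (-5.27, standard error 0.19) and in bll6876 (flgB, part of the flagellar rod; -5.16, standard error 0.08), with adjusted p values from 2.32e-05 to 6.69e-05. All 1283 called genes had the same sign in the 3 replicates. The count followed the fold threshold. Without it 2523 genes were higher and 2338 lower at the same adjusted p, and 265 were higher and 299 lower when limma's treat tested against a fold of 2.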

Representatives from all the major functional group classifications are shown in Figure 3. The majority of differentially-expressed genes classified as involved in amino acid biosynthesis, cellular processes, nucleic acid-related functions, energy metabolism, translation, and transport and binding proteins were repressed. 

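Among the called genes that Table S3 places in a category, 77 of 91 genes of translation were down and 14 up, and 16 of 17 genes of purines, pyrimidines, nucleosides and nucleotides were down. Cellular processes had 59 genes down and 19 up, and transport and binding proteins 67 down and 28 up. In each of these 4 categories the share of genes up was lower than in the called genes of all other categories pooled (Fisher's exact test, two-sided, Benjamini-Hochberg adjusted over 15 categories, p = 4.55e-10, 7.91e-04, 7.15e-05 and 7.53e-04). Within cellular processes, chemotaxis had 43 genes down and 1 up, and chaperones 4 down and 10 up. Detoxification had 1 down and 5 up, and secretion 8 down and 2 up. The low share of cellular processes thus came mainly from chemotaxis and flagella genes. The test also takes genes of 1 operon as independent. Energy metabolism had 32 genes down and 19 up (adjusted p = 0.286 from Fisher's exact test), amino acid biosynthesis 15 down and 7 up (0.326), DNA replication, recombination and repair 11 down and 6 up (0.423), and transcription 5 down and 1 up (0.331). In these 4 the share did not pass the same test. The listed genes were chosen on these arrays, so the counts describe direction among called genes and are not independent evidence.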

Many genes associated with regulatory functions and undefined or hypothetical functions were up-regulated. 

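Of 60 called regulatory genes, 37 were up and 23 down. The share of genes up was 61.7%, with an adjusted p of 0.0716 from Fisher's exact test, and the adjusted p was 0.239, 0.0398 and 0.0478 without replicate 1, 2 and 3. Of 593 called genes listed as hypothetical, 326 were up and 267 down, a share of 55.0% up. This was higher than in the called genes of all other categories pooled (Fisher's exact test, adjusted p = 5.32e-06), though lower than the share of regulatory genes. The genes listed under other categories had 104 up and 51 down, or 67.1% up (Fisher's exact test, adjusted p = 1.61e-06).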

The expression levels of representative genes from various functional categories were determined by qRT-PCR analysis to confirm the microarray-based gene expression data. 

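On the arrays, bll3411 and bll3410, the subunits of indolepyruvate ferredoxin oxidoreductase, had log2 ratios of 4.94 and 2.93. The ratio was 1.38 for blr4158 and 1.11 for blr1499 (exoN). It was -1.34 for blr1171 (coxA), -2.19 for blr2485 and -3.24 for bll1186 (atpB'). The standard errors were from 0.079 to 0.211 (n = 3 biological replicates) and all 7 genes passed the limma test, with adjusted p values from 4.02e-05 to 9.41e-04. Each gene had the same sign in all 3 replicates.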

As shown in Figure 4, the results were consistent with the microarray data.

**Figure 3:**
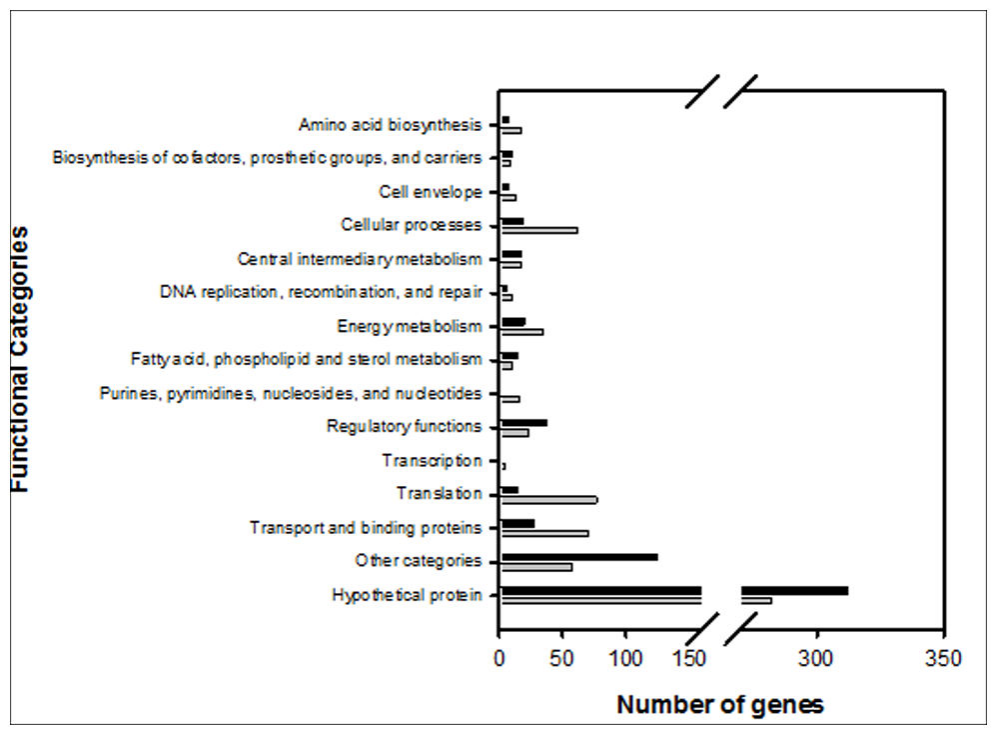
Functional classification of the genes differentially expressed after IAA treatment. The cells harvested from mid-log phase cultures were treated with 1 mM IAA for 3 h. The microarray results were analyzed with a 2.0-fold cut off and *q* value ≤ 0.05. Black bars represent positive fold-induction values and grey bars represent negative fold-induction values. Functional classifications were derived from *B. japonicum* genome annotations available through Rhizobase (http://bacteria.kazusa.or.jp/rhizobase/).

**Figure 4:**
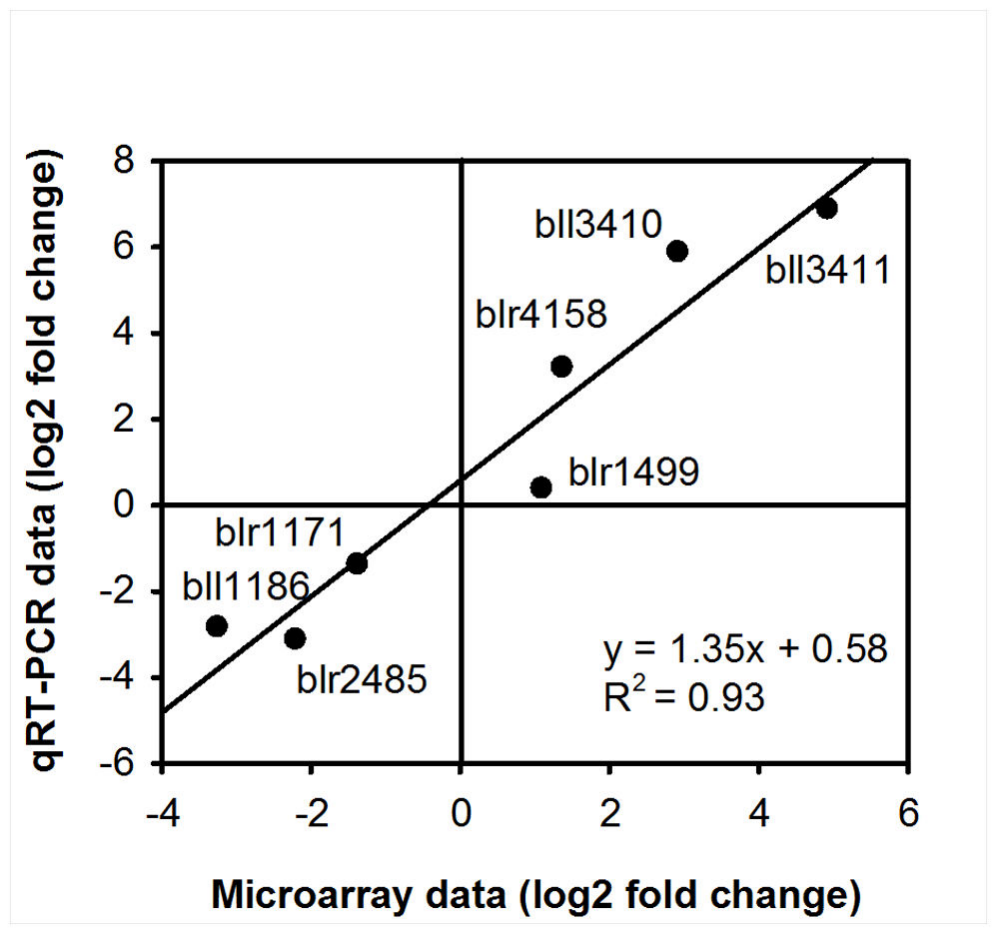
Comparison of log_2_ transformed qRT-PCR data and microarray data. Seven representative genes were selected based on fold-induction and functional categories. The corresponding gene names for the locus IDs are as follows: bll3410 (iorB); bll3411 (iorA); blr1499 (exoN); blr1171 (coxA); bll1186 (*atpB*'). blr 2485 and blr4158 lack assigned names.

Energy metabolism related genes in general were repressed (Table 1). Both putative ATP-synthase operons were down-regulated along with proteins associated with the ubiquinol-cytochrome c complex (complex III) in the aerobic respiratory chain such as a Rieske iron-sulfur protein (blr2485) and a cytochrome b/c1 precursor (blr2486). 

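Of the 20 energy metabolism genes of Table 1, 17 were called down and 3 up, with a median log2 ratio of -1.44. The paper chose these genes on the same arrays, so the count is not independent evidence of direction. The cytochrome c gene cycM (blr1423) had a log2 ratio of -1.26 (standard error 0.076, limma adjusted p = 1.81e-04). The aa3-type cytochrome oxidase cluster, which holds subunits of the terminal oxidase used in aerobic growth, had 4 of its 7 genes called down and none up, and all 7 were lower at an adjusted p of at most 0.05 (the same counts when adjusted over the list alone). Its median log2 ratio was -1.04 (camera, adjusted p = 6.90e-04, and 0.285 with an estimated correlation). Here and below, the form with an estimated correlation has few degrees of freedom at 3 replicates, so not passing it decides little. The main form of camera presets a correlation of 0.01 between genes. Some lists had far higher estimates, so their camera p values may be too small. coxB (blr1170), at -1.04, fell short of 2-fold without replicate 2 or 3, at -0.99 and -0.95.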

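The ATP synthase is encoded by a cluster for the soluble F1 part and a cluster for the membrane part. Of the 5 genes of the F1 cluster, 4 were called down and all 5 passed the limma test (the same counts when adjusted over the list alone). The log2 ratios ranged from -1.63 in atpG (bll0441) to -0.98 in atpH (bll0443), which fell short of 2-fold. The 5 genes of the membrane part, a list the paper chose on these arrays, were all called down, from -3.24 in bll1186 to -1.95 in bsl1189. The medians of the lists were -1.53 and -2.91 (camera, adjusted p = 8.39e-04 and 2.74e-04; adjusted p = 0.285 for both with an estimated correlation). In the cytochrome bc1 cluster, blr2486 had a log2 ratio of -1.96 (standard error 0.11) and blr2485 was also called down, while blr2487 was higher, at 0.58 (standard error 0.11, limma adjusted p = 0.00608). This cluster of 3 genes did not pass the set test (camera, adjusted p = 0.237).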

Although most of the genes associated with energy metabolism were repressed, the two subunits of an indolepyruvate ferredoxin oxidoreductase encoded by bll3410 and bll3411 (Table 1) and a locus (blr4158) involved in the oxygen-dependent catabolism of IAA which presumably encodes a probable tryptophan 2,3-dioxygenase [13] were induced (Table S3). These genes are likely the most obvious candidates for the observed degradation of IAA by *B. japonicum*.

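bll3411 (iorA) rose 30.7-fold and bll3410 (iorB) 7.64-fold, with standard errors of the log2 ratio of 0.21 and 0.11. blr4158 rose 2.61-fold (standard error 0.09; limma adjusted p = 2.43e-04). The surrounding stretch from blr3396 to blr3438, drawn from Table S3 and so not independent evidence, had 33 of 42 tested genes called up and none down (33 when adjusted over the list alone). Its median log2 ratio was 1.94 (camera, adjusted p = 1.89e-13; adjusted p = 0.370 with an estimated correlation). blr3400, at 4.97, was among the genes with the largest ratios within it. The paper, which describes blr4158 as a locus of IAA catabolism, proposes bll3410, bll3411 and blr4158 as candidates for the degradation of IAA.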

**Table 1:** A subset of the *B. japonicum* genes which were differentially expressed in response to a 1 mM IAA treatment for 3 h^**a**^.

Locus ID (Gene name)	Description^b^	Fold induction
Energy metabolism		
bll0439 (*atpC*)	ATP synthase epsilon chain	-3.02
bll0440 (*atpD*)	ATP synthase beta chain	-2.25
bll0441 (*atpG*)	ATP synthase gamma chain	-3.09
bll0442 (*atpA*)	ATP synthase alpha chain	-2.88
blr0573	acetyl-CoA synthetase	-2.23
blr1170 (*coxB*)	cytochrome C oxidase subunit II	-2.05
blr1171 (*coxA*)	cytochrome C oxidase subunit I	-2.54
blr1175 (*coxC*)	cytochrome C oxidase subunit III	-2.30
bll1185 (*atpB*)	FoF1 ATP synthase B chain	-7.52
bll1186 (*atpB*')	FoF1 ATP synthase B' chain	-9.46
bsl1187 (*atpC*)	FoF1 ATP synthase C chain	-8.59
bll1188 (*atpA*)	FoF1 ATP synthase A chain	-4.64
bsl1189 (*atpI*)	FoF1 ATP synthase subunit I	-3.86
blr1423 (*cycM*)	cytochrome c	-2.39
blr2485	rieske iron-sulfur protein	-4.55
blr2486	cytochrome b/c1 precursor	-3.89
blr7525 (*hisG*)	ATP phosphoribosyltransferase	-2.29
bll3410 (*iorB*)	indolepyruvate ferredoxin oxidoreductase beta subunit	7.64
bll3411 (*iotA*)	indolepyruvate ferredoxin oxidoreductase alpha subunit	30.70
bll7906	putative ferredoxin	2.35
Chaperones		
bll0729 (*hspH*)	small heat shock protein	3.92
blr1100 (*hsIO*)	heat shock protein 33	2.81
blr2450 (*htpx*)	protease heat shock protein	2.43
blr5220 (*hspE*)	small heat shock protein	3.13
blr5221 (*hspF*)	small heat shock protein	2.08
blr5226 (*groES1*)	heat shock protein	2.17
blr5227 (*groEL1*)	heat shock protein	2.39
blr5233 (*hspB*)	small heat shock protein	2.38
blr7740	small heat shock protein	2.21
bsl8249 (*cspA*)	cold shock protein	6.02
EPS formation		
blr1499 (*exoN*)	UTP-glucose-1-phosphate uridylyltransferase	2.16
blr2358	probable glycosyl transferase	3.47
bll2752	probable glycosyl transferase	2.33
blr7578 (*exoB*)	UDP-glucose 4'-epimerase	2.01
bll8163	glycosyl transferase	2.39
Oxidative stress		
blr3428	organic hydroperoxide resistance protein	17.10
bll4012	organic hydroperoxide resistance protein	2.34
DNA replication, recombination		
and repair		
bll0830	chromosomal replication initiator protein	-4.16
bll5755	RecA protein	-3.01
bll0827	DNA replication and repair protein	4.05
bll4072	replicative DNA helicase	10.60
Symbiosis		
blr1812 (*nolB*)	nodulation protein	-4.85
blr1814 (*nolU*)	nodulation protein	-2.57
blr1815 (*nolV*)	nodulation protein	-2.89
blr2025 (*nodA*)	acyl transferase	-4.78
bll1714	two component regulator	2.11
bll2067	nodulate formation efficiency C protein	5.60
bll2073	NoeE homolog	2.64
bll4952	NfeD protein homolog	2.29
Nitrogen fixation		
blr1063	putative autoinducer synthase	-4.59
blr2036 (*fixR*)	Oxidoreductase	-2.54
blr2763 (*fixN*)	cytochrome-c oxidase	-5.24
blr2764 (*fixO*)	cytochrome-c oxidase	-5.02
bsr2765 (*fixQ*)	*cbb3* oxidase subunit IV	-5.46
blr2766 (*fixP*)	*cbb3* oxidase subunit III	-3.03
blr2767 (*fixG*)	iron-sulfur cluster-binding protein	-3.08
blr2768 (*fixH*)	FixH protein	-3.90
blr3125 (*cycH*)	cytochrome C-type biogenesis protein	-2.01
bll1167 (*sipS*)	signal peptidase	2.29
blr1755	*R. etli iscN* homolog	2.30
blr1769 (*nifH*)	dinitrogenase reductase protein	3.08
blr1774 (*fixC*)	Flavoprotein	2.22
blr2037 (*nifA*)	*nif*-specific regulatory protein	6.85
blr2038 (*fixA*)	electron transfer flavoprotein beta chain	2.18
blr2694	VirG-like two component response regulator	9.20
blr3126 (*cycJ*)	cytochrome C-type biogenesis protein	3.11

a Differentially expressed genes from each functional category were selected based on a 2-fold cut-off with *q* value ≤ 0.05.

b Gene description (annotations) represents the third level from the three-tiered functional level system of *B. japonicum* (http://genome.kazusa.or.jp/rhizobase/Bradyrhizobium/genes/category).

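All 10 chaperone genes of Table 1 were called up, with log2 ratios from 1.06 to 2.59 and a median of 1.27. The paper chose them on these arrays. The cold-shock gene cspA (bsl8249) had the largest ratio, at 2.59 (standard error 0.10, limma adjusted p = 7.05e-05). The small heat shock protein genes hspH (bll0729) and hspE (blr5220) followed, at 1.97 (standard error 0.09) and 1.65 (standard error 0.20). groES1 (blr5226) and groEL1 (blr5227), which encode a chaperonin, had log2 ratios of 1.12 and 1.26. In the small heat shock protein region, from bll5219 to blr5235, 6 of 15 tested genes were called up and none down, and 12 were higher at an adjusted p of at most 0.05 (the same counts when adjusted over the list alone; camera, adjusted p = 7.39e-04; adjusted p = 0.397 with an estimated correlation). hspF (blr5221) fell short of 2-fold without replicate 1, at a log2 ratio of 0.81. Table S3 lists 5 further chaperone genes with negative fold changes, chosen for mention after their values were seen. The cold-shock genes bsl1445 and bsl3986 were called down, at -2.02 and -2.01, as were blr7533 (a chaperonin) and bll7789 (an Hsp90 family gene), at -1.20 and -1.04. The chaperonin gene blr4635 had a log2 ratio of -1.68 and did not pass the limma test (adjusted p = 0.0539), with -3.59 in replicate 1 and -0.77 and -0.68 in replicates 2 and 3.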

Within cellular processes, a number of molecular chaperones including 9 heat-shock and 1 cold-shock proteins were up-regulated (Table 1). 

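The 5 EPS genes of Table 1 were all called up, with log2 ratios from 1.01 in exoB (blr7578) to 1.80 in blr2358 and a median of 1.22 (camera, adjusted p = 0.00284; adjusted p = 0.389 with an estimated correlation). These genes were chosen by the paper on the same arrays. exoB lay at 0.93 without replicate 1 and at 0.98 without replicate 3, below 2-fold. Of the oxidative stress genes, blr3428 had a log2 ratio of 4.10 (standard error 0.18, limma adjusted p = 8.15e-05) and bll4012 of 1.23 (standard error 0.17, adjusted p = 0.00233, same test). bll4012 fell short of 2-fold without replicate 1, at 0.98.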

At least five EPS biosynthesis-related genes and several oxidative stress response genes such as organic hydroperoxide resistance proteins were also induced (Table 1). Several DNA replication, recombination and repair proteins were induced to high levels, such as a replicative DNA helicase (bll4072) and a DNA replication and repair protein (bll0827), although a gene encoding the RecA protein was repressed (Table 1).

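bll4072, the replicative helicase gene, had a log2 ratio of 3.40 (standard error 0.11) and bll0827 of 2.02 (standard error 0.11). Those of bll5755, which encodes RecA, and of bll0830, annotated as dnaA, the initiator of chromosome replication, were -1.59 (standard error 0.081) and -2.06 (standard error 0.10). The 4 adjusted p values from limma lay between 6.69e-05 and 1.47e-04.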

The effects of IAA exposure on symbiosis and nitrogen fixation-related genes involved both induction and repression (Table 1). For example, blr1769 (*nifH*), which encodes a dinitrogenase reductase protein, and blr2037 (*nifA*), which encodes a *nif*-specific regulatory protein, were induced 3.08 and 6.85 fold, respectively. 

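Of the 17 nitrogen fixation genes of Table 1, 8 were called up and 9 down, and the list did not pass the set test against other genes (median log2 ratio -1.01, mean -0.18, camera adjusted p = 0.770 with the direction up, of opposite sign to the median). Among the symbiosis genes, 4 of the 7 tested were called up and 3 down (camera, adjusted p = 0.783). Another, nolB (blr1812), lacked a value on 1 array and had a log2 ratio of -2.20 (standard error 0.15) over the remaining values. The symbiosis genes nfeC (bll2067) and nodW (bll1714) had log2 ratios of 2.49 and 1.07, and nodA (blr2025), needed for Nod factor synthesis, of -2.26 (standard error 0.093). The paper chose both lists on these arrays.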

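nifH (blr1769) rose 3.08-fold (log2 ratio 1.62, standard error 0.08) and nifA (blr2037) 6.85-fold (log2 ratio 2.78, standard error 0.081), with limma adjusted p values of 1.11e-04 and 5.43e-05. The replicates were close, at 1.72, 1.61 and 1.53 for nifH and at 2.90, 2.72 and 2.71 for nifA. fixA (blr2038) and fixC (blr1774), which encode parts of an electron transfer system for nitrogenase, had log2 ratios of 1.12 and 1.15, while fixR (blr2036) had one of -1.34.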

Members of the *fixNOQP* operon such as blr2763, blr2764, bsr2765 and blr2766 which encode proteins involved in an alternative, high-affinity cytochrome *c* (cbb3) oxidase complex in the respiratory chain [42,43] were repressed 5.24, 5.02, 5.46 and 3.03 fold, respectively. 

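fixN (blr2763), fixO (blr2764), fixQ (bsr2765) and fixP (blr2766) had mean log2 ratios of -2.39, -2.33, -2.45 and -1.60, with limma adjusted p values of 0.0139, 0.0102, 0.0108 and 0.0226. The replicates differed widely. fixN had -4.18 in replicate 1, -1.59 in replicate 2 and -1.40 in replicate 3, which is an SD of 1.55. Without replicate 1 fixN had a fold change of -2.82, against -5.24 with all replicates, and the log2 ratios of fixO, fixQ and fixP were -1.54, -1.60 and -0.91, so that fixP fell short of 2-fold. Without replicate 2 fixP had a log2 ratio of -1.92 and no longer passed the limma test (adjusted p = 0.0511).

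**Figure D1:**
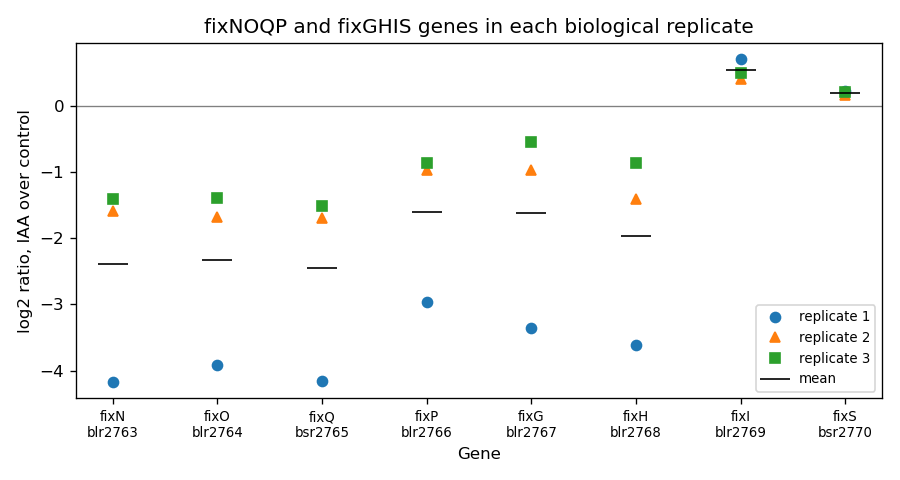
log2 ratio of IAA over control (vertical axis) of the 8 genes of the fixNOQP and fixGHIS operons (horizontal axis) in each of the 3 biological replicates, each point the mean of an array and its dye swap, with the mean as a bar. From fixN to fixH replicate 1 lies below the other replicates, for fixN at -4.18 against -1.59 and -1.40; fixI and fixS had means of 0.54 and 0.20.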

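Of the 8 genes of the fixNOQP and fixGHIS operons, 6 were called down and none up (the same counts when adjusted over the list alone), and 4 were called down without replicate 1 and 3 without replicate 2. The list did not pass the set test with all replicates (median log2 ratio -1.79; camera, adjusted p = 0.232), and did without replicate 1 (median -1.03, adjusted p = 0.0158). fixG (blr2767) and fixH (blr2768) had log2 ratios of -1.62 (standard error 0.54) and -1.96 (standard error 0.52), with limma adjusted p values of 0.0459 and 0.0221. Without replicate 1 they were -0.76 and -1.14, and without replicate 2 they were -1.95 and -2.24 with limma adjusted p values of 0.0928 and 0.0644. fixI (blr2769) was higher, at 0.54 (standard error 0.09, adjusted p = 0.00444, same test).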

An iron-sulfur cluster-binding protein (blr2767) and a FixH protein (blr2768), which are members of the *fixGHIS* operon were also repressed 3.08 and 3.90 fold, respectively (Table 1).

### IAA pre-treatment promotes an enhanced stress tolerance phenotype and increased EPS production

The genome-wide gene expression data revealed the induction of several heat shock, cold shock, EPS biosynthetic and molecular chaperone proteins (Table 1), which are associated with a general stress response. To test whether IAA exposure makes *B. japonicum* cells more resistant to stress, we performed various cell viability assays in response to heat, cold, osmotic, oxidative, and desiccation stresses (Table 2). Cell cultures that received a 1 mM pretreatment with IAA for 3 h exhibited enhanced tolerance or decreased sensitivity to heat shock stress at 42 °C and 50 °C, cold shock at 4 °C with the exception of the 24 h time variable, exposure to 10 mM H_2_O_2_ for 20 min, as well as osmotic (0.5M NaCl for 4 h) and desiccation (27% RH for 72 h) stresses.

**Table 2:** Increased stress tolerance of *B. japonicum* after exposure to IAA.

Environmental Cues	Survival (%)^a^	
	(+) IAA	(-) IAA
Heat shock		
42 °C for 10 min	103.2 ± 6.0	60.8 ± 3.2*
50 °C for 10 min	84.8 ± 7.0	47.6 ± 2.5*
Cold Shock		
4 °C for 4 h	112.0 ± 2.1	72.5 ±3.4*
4 °C for 24 h	98.8 ± 8.9	72.6 ± 1.3
4 °C for 72 h	81.9 ± 10.2	62.8 ± 3.1*
Oxidative stress		
10 mM H_2_O_2_ for 20 min	96.3 ± 4.5	67.8 ± 5.6*
Osmotic stress		
0.5M NaCl for 4 h	86.4 ± 7.2	49.0 ± 1.3*
Desiccation stress		
27% RH for 72 h	89.3 ± 0.5	84.9 ± 0.1*

a % Survival is derived by the ratio of CFUs/mL after 1 mM IAA treatment over the CFUs/mL before the treatment. Values are the mean ± the standard error of the mean for three independent experiments with three replications each.

* An asterisk indicates that differences in this row of data are statistically significant with a *P* ≤ 0.05 using Student’s t-test.

Total EPS production increased significantly in response to 1 mM IAA (Figure 5A). The EPSs are reported as total carbohydrate content (Figure 5A) and acidic carbohydrate content (Figure 5B). Specifically, the total sugar content was increased by ca. 2-fold and the acid sugar content by ca. 9-fold. The increase in the total sugar content was mainly due to the increase in acidic sugar residues in the EPS. This result indicates that the enhanced tolerant phenotype of the IAA pre-treated cells is correlated with more production of acidic EPS.

**Figure 5:**
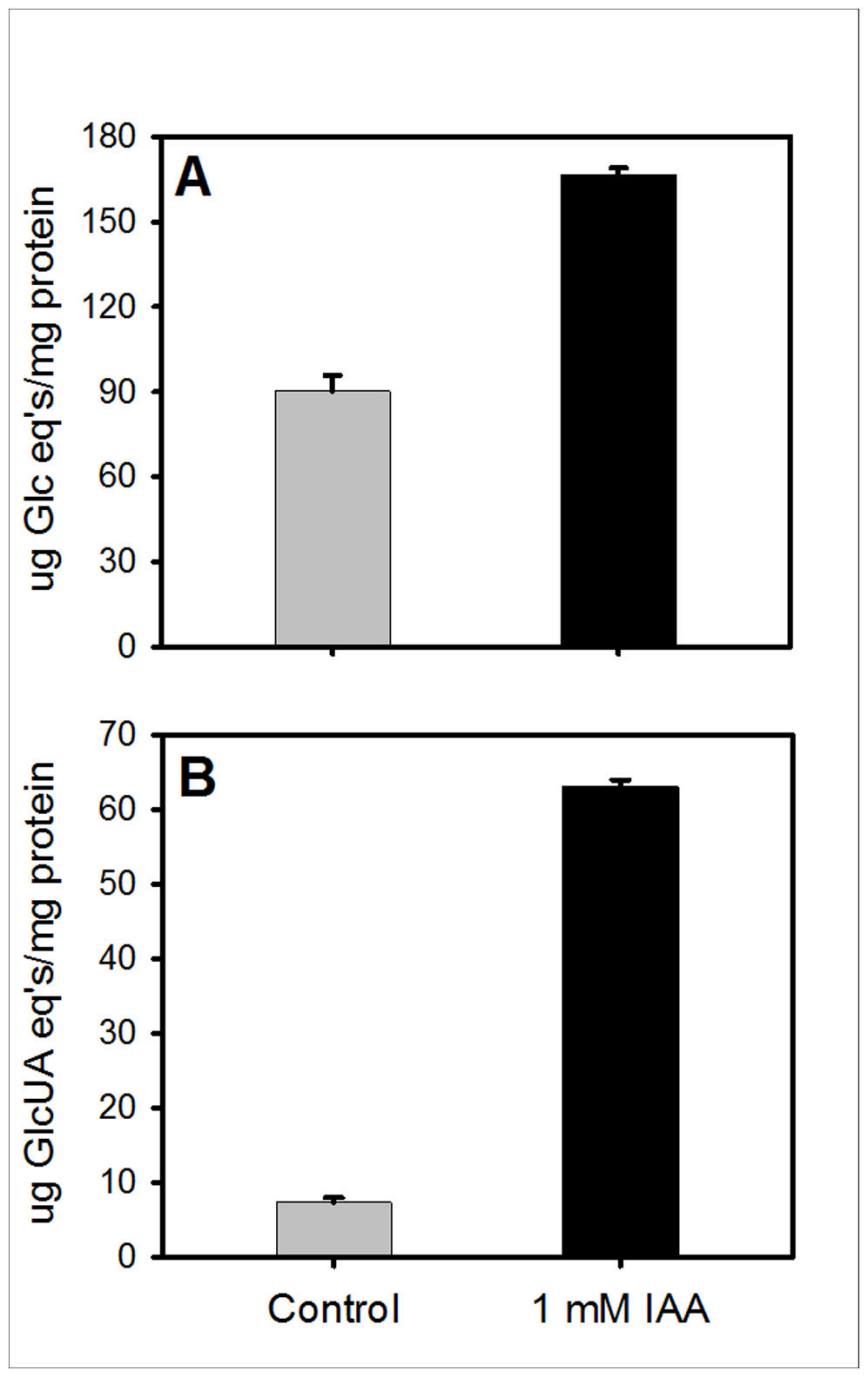
Quantification of the total EPS (A) and acidic carbohydrate content (B). EPSs were isolated from the supernatant of *B. japonicum* cultures treated with 1 mM IAA (black bars) or control (grey bars). The differences between the two are statistically significant (*P* < 0.05). Values are means ± standard errors of the means for three independent experiments with three replications each.

### IAA treatment also enhances biofilm formation

Since EPS production is a hallmark of biofilm-related resistance and its development, we monitored biofilm formation by IAA-treated *B. japonicum* cells by a crystal violet staining method. Biofilm-forming ability of the cells was expressed as specific biofilm formation (SBF), a quantitative biofilm formation unit normalized to cell density [39], and SBF was monitored from 4 to 7 days after inoculation. In general, biofilm formation was increased in a concentration-dependent manner, but there was no statistically significant difference of SBF between the 0.1 mM treatment and the control (no IAA) during the 4- to 7-day incubation (Figure 6). For the 0.25 mM treatment, there was also a general trend of enhanced biofilm formation compared to the control, but SBF at only 5 and 7 days after inoculation showed significant difference (*P* < 0.05). When *B. japonicum* was grown in 0.5 mM IAA, SBF was significantly higher (*P* < 0.05) than that of the control at all time points examined (ca. 1.7- to 2.5-fold increase at 4 to 7 days) (Figure 6). This result is analogous to a previous study that the biofilm formation of 0.5 mM IAA-treated *E. coli* cells was increased [15].

**Figure 6:**
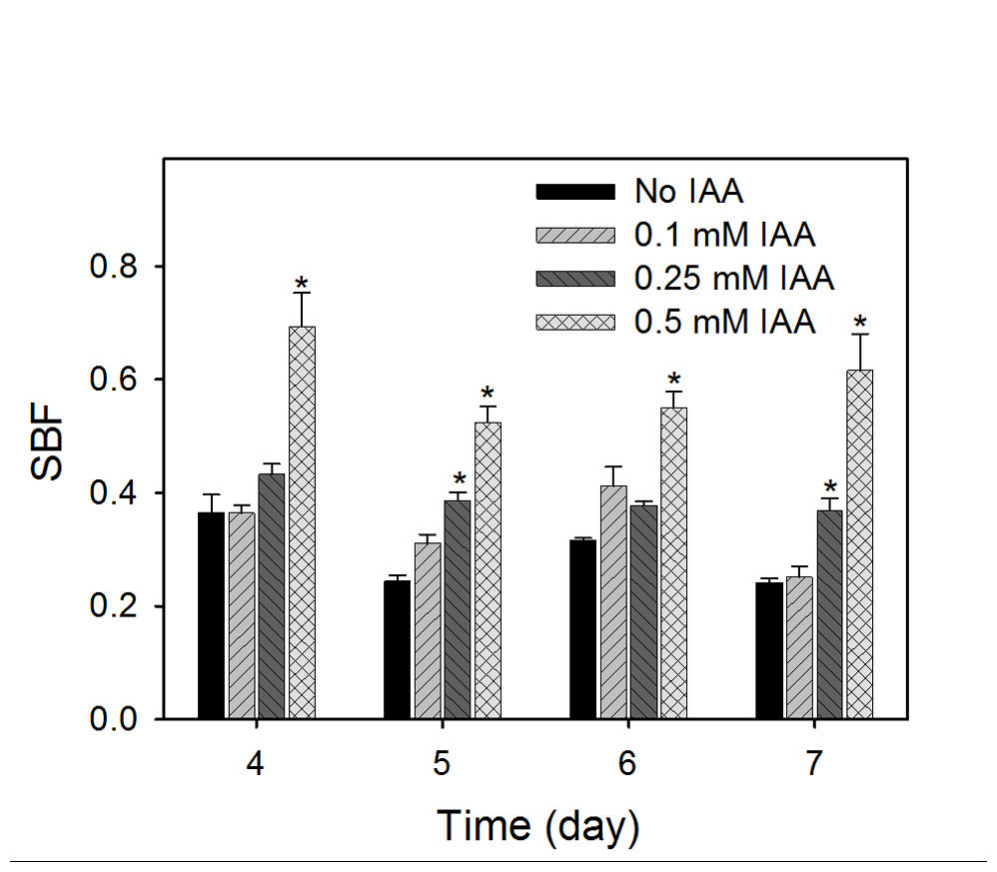
Effects of different concentrations of IAA on SBF by *B. japonicum* in minimal medium. The amount of biofilm was determined by the crystal violet staining method and calculated as follows: SBF = (B-C)/G, where B is the OD_595_ of the attached biofilm cells, C is the OD_595_ of the stained control wells containing the medium only, and G is the OD_600_ of cells grown in broth. Values are means ± standard errors of the means for three independent experiments with three replications each. An asterisk (*) indicates a significant difference between the treatment and the control (no IAA), with a *P* < 0.05 using Student’s t-test.

Interestingly, we were not able to observe biofilm development at 1 mM IAA, since there was no considerable growth in the biofilm experiment (data not shown). Compared to the survival study shown in Figure 1, lower cell density cultures were used to monitor biofilm formation: ca. 5 × 10^6^ cells/ml (O.D._600_ ~ 0.005) and ca. 1 × 10^9^ cells/ml (O.D._600_ ~ 1.0) were treated with 1 mM IAA for the biofilm experiment and survival study, respectively. This indicates cell mass-dependent growth and survival in response to the high concentration of IAA.

### IAA pre-treatment does not influence the nodulation ability of *B. japonicum*

We also examined the effect of pretreatment with various concentrations of IAA on the ability of *B. japonicum* to nodulate soybean roots. None of the pretreatments affected the number of nodules, nodule weight, or plant weight (Figure 7), except for the 1 mM IAA condition in the dry nodule weight (Figure 7B): 2.29 ± 0.64 mg of dry nodule weight per plant for the control (no treatment) vs. 0.82 ± 0.21 mg for the 1 mM IAA treatment. The dry weight of nodules slightly decreased when the soybean was inoculated with *B. japonicum* cells pretreated with 1 mM IAA. There was also no delayed nodulation with IAA pretreatments (data not shown). No influence of IAA pretreatments on the whole plant dry weight (Figure 7C) indicates that *B. japonicum* cells pretreated with IAA did not affect the plant growth compared to non-treated cells (Figure 7C).

**Figure 7:**
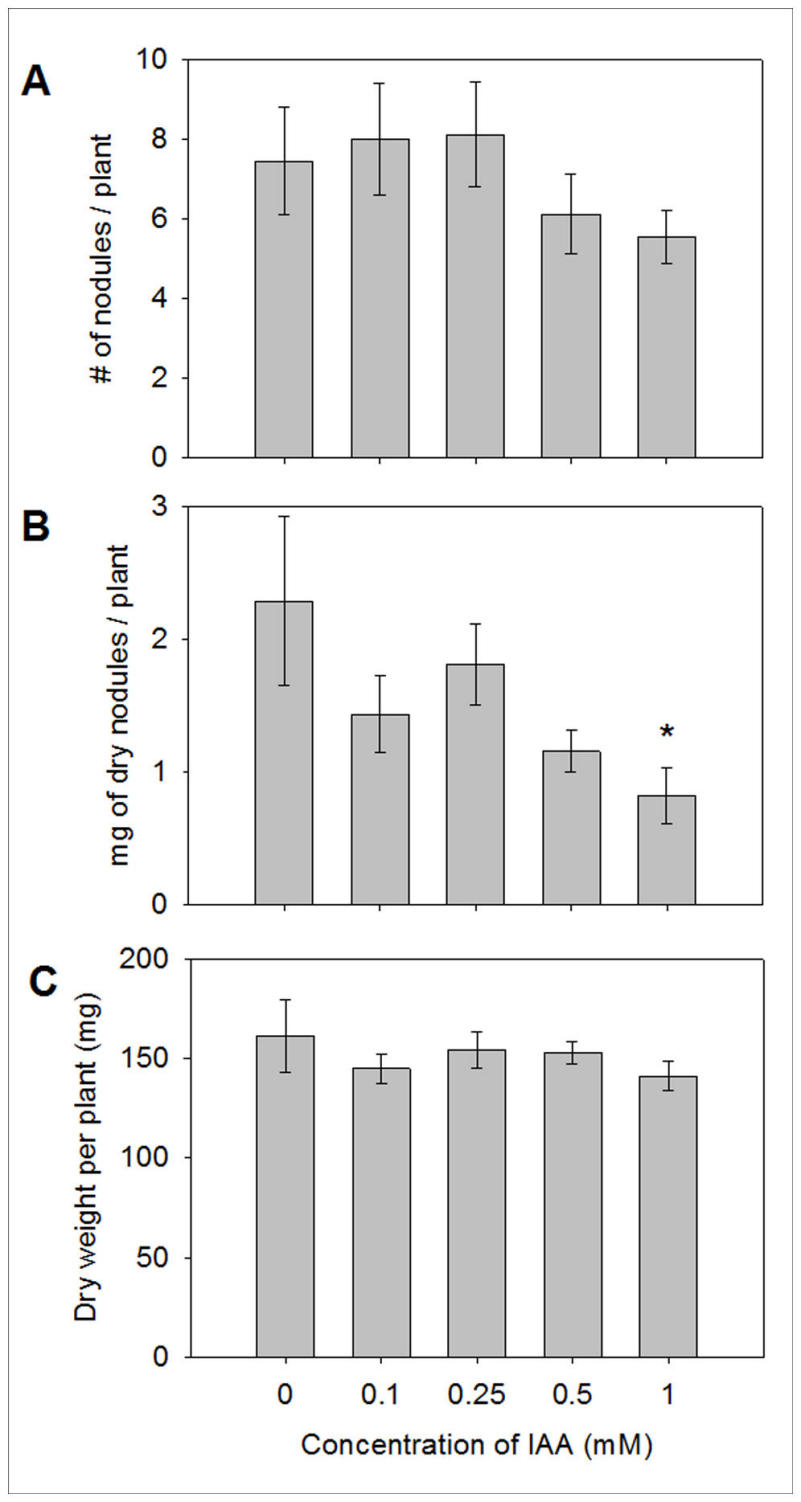
Effect of IAA pretreatment on soybean nodulation by *B. japonicum*. Panel A, B, and C present the number of nodules, nodule dry weight, and plant dry weight, respectively. For measuring dry weights of nodules and plants, samples were dried at 70 °C for 3 days. An asterisk (*) indicates that the value is statistically different (*P* = 0.044) from the control value based on Student’s t-test. Values are the mean ± the standard error of the mean for 9 plants.

## Discussion

After evaluating the effects of IAA on the growth and survival parameters of *B. japonicum* across a range of concentrations, we concluded that 1 mM was appropriate for further experimentation due to its intermediate effects on growth parameters (Figure 1). A similar growth study was done to choose an appropriate concentration of IAA for transcriptome profiling of *S. meliloti*, another nitrogen-fixing symbiont [18]. Imperlini et al. chose 0.5 mM IAA after testing the effects of different IAA concentrations (0.05-2.0 mM) on *S. meliloti* growth [18]. Similarly, the same concentration (1 mM IAA) was used for transcriptome profiling of *A. brasilense* [7]. *B. japonicum*, *S.* meliloti, and *A. brasilense* share many physiological and genetic traits, such as soil habitation, nitrogen fixation capability, and IAA metabolism. Apparently the IAA concentrations used in these studies are higher than those have been reported to occur within root nodules (0.58 µg of IAA per g of nodules) [11]. However, local IAA concentrations in the millimolar range have been reported for other legume plant tissues. For example, Figueiredo et al. [44] measured IAA concentrations in the leaves of *Rhizobium*-inoculated common bean *Phaseolus vulgaris* L. of up to 187 µg/ml (ca. 1 mM) of IAA. In addition to plant tissues, levels of IAA experienced by *B. japonicum* in the rhizosphere could be relatively high since 80% of the bacteria isolated from the rhizosphere are IAA producers [45].

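The 1283 called genes were 15.7% of the 8166 tested. At the same adjusted p without a fold threshold, 4861 genes passed the limma test, or 59.5%, so most of the genes that passed changed by less than 2-fold. The median log2 ratio over all tested genes was 0.02.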

IAA exposure affected a rather large portion of the *B. japonicum* genome (15.5%). 

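The regulators bll7795 (PhyR), bsr7796 (NepR) and blr7797 (EcfG), which control the general stress response of alphaproteobacteria, had log2 ratios of -0.14, 0.13 and -0.24 and did not pass the limma test (adjusted p = 0.183, 0.209 and 0.0852; none passed when adjusted over the list alone). Over the 6 arrays they did not pass with a replicate block either (limma, adjusted p = 0.121, 0.114 and 0.0577), while the SAM statistic, which takes an array and its dye swap as independent, gave q values of 0.00264, 0.00222 and 0.00104. In the dnaK region, from blr0676 to blr0680, dnaK (blr0678) and grpE (blr0676), which encode a chaperone and its cofactor, were lower by less than 2-fold, at -0.37 and -0.54 (adjusted p = 0.0144 and 0.0166, limma), and neither passed without replicate 2 (adjusted p = 0.0844 and 0.0597). bll0677 (pncA), between them, was higher, at 0.83 (adjusted p = 9.37e-04, limma), and dnaJ (blr0680) lay at 0.07 (adjusted p = 0.444). No gene of these lists was called, and neither list passed the set test (camera, adjusted p = 0.770 and 0.885). Transcript levels do not show whether these regulators were active, and no set of their target genes was tested. The paper bases its stress response on other genes and on survival tests, which these values do not address.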

A generalized stress response would accurately summarize the transcriptional responses of *B. japonicum* to 1 mM IAA. Heat-shock proteins, cold-shock proteins, and molecular chaperones which are associated with maintaining protein integrity within a cell were up-regulated. Similarly, the generalized stress response was also observed in IAA-exposed *E. coli* [15]. 

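In B. japonicum, 35 of 43 genes of the ribosomal protein cluster, from bll5375 to bsl5417, were called down and none up (the same counts when adjusted over the list alone). The median log2 ratio was -1.83 and the range -2.45 to 0.22 (camera, adjusted p = 3.10e-15; adjusted p = 0.162 with an estimated correlation). rpsL (bll5405), rplJ (bll5412), rplV (bll5395) and rplD (bll5399), which encode proteins of the ribosomal subunits, had log2 ratios of -2.45, -2.31, -2.31 and -2.30, with standard errors from 0.073 to 0.093. The cluster was listed when Table S3, which holds 35 of its genes, had been seen, so its set test is not independent evidence. It is a range of locus numbers that holds other genes too, such as bsl5417, listed as a preprotein translocase. The 53 ribosomal protein genes that Table S3 lists, chosen on these arrays, were all called down.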

In a related study examining the transcriptome analysis of *A. brasilense*, genes associated with ribosomal proteins and the alternative, high-affinity cytochrome *c* (cbb3) oxidase were down-regulated and genes associated with the synthesis of surface and external carbohydrates were up-regulated which is consistent with our transcriptional data [7] (Table S3). In addition, EPS biosynthesis genes and some oxidative stress response genes were also induced (Table 1). EPS production in bacteria has been shown to increase as a result of various types of stresses such as desiccation [25,46], cytotoxic immune responses [47], superoxide mediated-oxidative stress [32] and cold stress [48]. The enhanced EPS production in response to the phytohormone IAA was in good agreement with increased transcription of polysaccharide biosynthesis genes in *B. japonicum*. More interestingly, if the acidic carbohydrate portion is considered alone, a large effect is evident by the 9-fold increase in acidic sugar content. In *Pseudomonas putida* and *Pseudomonas aeruginosa*, the acidic sugar content of the EPS was associated with biofilm formation and EPS integrity, which are essential for bacteria inhabiting the soil in which they are exposed to fluctuating environmental and potentially stressful conditions [49,50]. Uronic acids such as alginate, which is a polymer of D-mannuronic acid and L-guluronic acid, have been linked to tolerance to desiccation and associated oxidative stresses in *P. putida*, a typical soil bacterium [31,46]. Therefore, it will be interesting to reveal the structure of acidic EPSs produced by *B. japonicum* in response to the phytohormone IAA.

Although most of the genes associated with energy metabolism were repressed, the two subunits of an indole pyruvate ferredoxin oxidoreductase protein encoded by bll3410 and bll3411 were highly induced (Table 1). This was also a prominent gene induced in *A. brasilense* in response to 1 mM IAA [7]. This enzyme has been demonstrated to be a major cytoplasmic protein in the anaerobic archaeon *Pyrococcus furiosus* and catalyzes the oxidative decarboxylation of aryl pyruvates [51]. These two loci are candidates for further studies due to their presumable roles in IAA metabolism by *B. japonicum*. Another locus (blr4158) involved in the oxygen-dependent catabolism of IAA which encodes a probable tryptophan 2,3-dioxygenase [13] was moderately induced.

Our transcriptomic data revealed the induction of several heat shock, cold shock, EPS biosynthetic and molecular chaperone proteins as stated before. In order to link gene expression to phenotype, we performed various cell viability assays in response to heat, cold, osmotic, oxidative, and desiccation stresses. We found an increased ability to tolerate these stresses, thereby confirming the inferred promotion of an enhanced stress-tolerant phenotype when exposed to IAA. Our results were in agreement with those from a previous study on *E. coli* in which Bianco et al. found enhanced stress tolerance when the bacteria were pretreated with IAA across a variety of stress conditions [15]. In contrast, the expression of 43 chemotaxis- and flagella-related genes significantly decreased in response to the IAA treatment (Table S3). 

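Of the 44 tested genes that Table S3 places under chemotaxis, 43 were called down and 1 up. The list was chosen on these arrays. B. japonicum has separate gene clusters for thin, lateral flagella and for a thick, subpolar flagellum. They were listed from background knowledge when the values of Table S3 had been seen. Table S3 holds 40 tested genes of the thin cluster, 16 of the thick cluster and 9 of the chemotaxis operon. The set tests of these lists are therefore not independent evidence. In the thin flagella cluster, from blr6846 to bll6888, 40 of 42 tested genes were called down and none up, with a median log2 ratio of -3.06 (camera, adjusted p = 1.53e-16; adjusted p = 0.298 with an estimated correlation). In the thick flagella cluster, from bll5809 to bll5854, 13 of 43 were called down and 2 up, with a median of -0.59 (camera, adjusted p = 5.42e-05; adjusted p = 0.285 with an estimated correlation). These counts of calls were the same when adjusted over each list alone. Both clusters are ranges of locus numbers, and some of their genes are not listed as flagella genes. In the thin cluster, Table S3 lists bll6888 as a putative porin. bll5835, in the thick cluster and listed as a hypothetical protein, had a log2 ratio of 3.18 (standard error 0.17), and bll5852 one of -2.87 (standard error 0.14). The median of the thin cluster minus that of the thick cluster was -2.93, -2.10 and -2.29 on the log2 scale in replicates 1, 2 and 3 (exact sign-flip test, two-sided, p = 0.25, the smallest that 3 replicates allow). In the chemotaxis operon, from blr2341 to blr2350, 9 of 10 genes were called down and all 10 passed the limma test (the same counts when adjusted over the list alone), among them cheB (blr2349), which encodes a receptor methylesterase, at -1.42. Its median was -1.25 (camera, adjusted p = 9.63e-06; adjusted p = 0.285 with an estimated correlation).

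**Figure D2:**
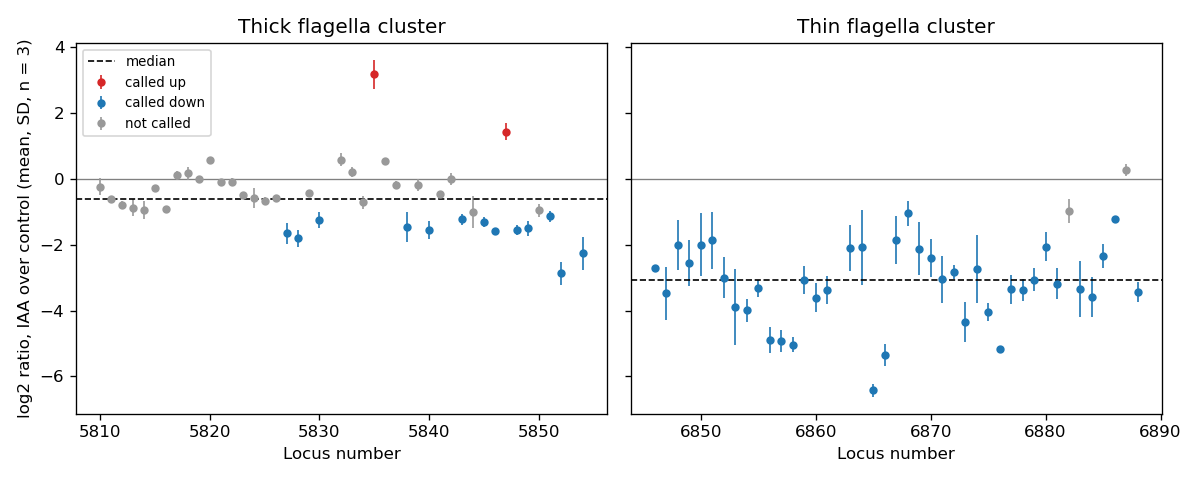
log2 ratio of IAA over control (vertical axis) against locus number (horizontal axis) for the thick (left) and thin (right) flagella clusters, each point the mean of 3 biological replicates with its SD, coloured by call, with the median of the cluster as a dashed line. The thin cluster lies around its median of -3.06 with bll6865 lowest at -6.42, and the thick cluster around -0.59 with bll5835 at 3.18.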

Our previous functional genomics studies on nutrient limitation and osmotic stress also revealed reduced motility of *B. japonicum* [22]. Possibly, *B. japonicum* cells save energy by shutting off their motility functions, which may implicate an energy conservation strategy to survive a stressful condition by producing more stress-related proteins.

Because the experimental agent is a phytohormone, the expression of genes associated with the bacteroid or symbiotic state could be relevant. A few genes involved in early stages of symbiosis were differentially expressed (Table 1). However, it could be difficult to predict the effects of IAA in this category, since there were relatively equal numbers of up- and down-regulated genes (Table 1). Similarly, some nitrogen fixation-related genes are also up- or down-regulated. In addition to gene expression data, the nodulation assay indicates that IAA pretreatment did not impact nodulation capability and efficiency (Figure 7). 

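In the nodABCSUIJ operon, which serves Nod factor synthesis and export, nodA was called down and the other 6 genes were not called (the same count when adjusted over the list alone). nodU (blr2029) passed the limma test at a log2 ratio of 0.54 (adjusted p = 0.0108) and lost it without replicate 2 (adjusted p = 0.0711). The other genes of the operon lay between -0.12 in nodJ (blr2031) and 0.20 in nodI (blr2030) and did not pass with all replicates. Without replicate 1 nodI passed, at 0.32 (limma, adjusted p = 0.0460). The operon did not pass the set test (camera, adjusted p = 0.846). In the type III secretion cluster, from blr1812 to blr1821, 5 of 9 tested genes were called down and 8 passed (the same counts when adjusted over the list alone; median log2 ratio -1.01; camera, adjusted p = 8.83e-04; adjusted p = 0.370 with an estimated correlation). rhcJ (blr1813) and nolV (blr1815) had the lowest ratios among them, at -1.68 and -1.53.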

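In the nif-fix cluster, from blr1743 to bsr1775, 6 of 31 tested genes were called up and none down (the same when adjusted over the list alone). At the same adjusted p without a fold threshold 20 were higher and 1 lower. The median log2 ratio was 0.56 (camera, adjusted p = 6.32e-05; adjusted p = 0.291 with an estimated correlation). bsr1749 and blr1755 had log2 ratios of 1.27 (standard error 0.084) and 1.20 (standard error 0.16). blr1755 fell short of 2-fold without replicate 3, at 0.98.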

We tested common symbiosis parameters such as nodule numbers, nodule dry weight, and plant dry weight, but did not find any significant differences across a range of concentrations except nodule dry weight at 1 mM IAA. Therefore, exogenous IAA may not modulate *B. japonicum*’s ability to invade root cells, but may affect physiological responses to other environmental cues that this bacterium is likely to encounter in the rhizosphere. Nonetheless, it has been observed that IAA is produced by bacteroids and accumulates in soybean nodules [11]. In addition, nodulation abilities of both a mutant *B. japonicum* strain which could synthesize IAA asymbiotically and an engineered *S. meliloti* mutant were shown to be greatly enhanced relative to controls [52,53]. But these were endogenous sources of IAA which demonstrated the ability of a microorganism to manipulate its host plant’s physiology. Exogenous IAA at the given condition in our study appears to have a greater role in making *B. japonicum* more resistant to environmental stresses as opposed to enhanced nodulation. The effect of endogenous IAA production by *B. japonicum* on the soybean plant is under investigated still.

Exposure to IAA could also be likely to affect the outcome of competition in the rhizosphere. Little information on competition, if any, is available. But from our stress tolerance analysis, IAA exposure would theoretically improve *B. japonicum*’s ability to survive and respond to perturbations in the environment. Imperlini et al. also demonstrated effects of IAA on long-term survival of *S. meliloti* [18]. Both the IAA-treated *S. meliloti* wild type and the engineered *S. meliloti* mutant showed increased survival capability compared to the wild type without IAA treatment. Thus, some method of assaying competition among other IAA-producing soil microorganisms such as *S. meliloti*, *A. brasilense*, and *A. tumefaciens* would be interesting to examine whether their co-existence has a synergetic or negative effect.

Both transcriptional and physiological data correlate well with the hypothesis that symbiotic bacteria that can reside in association with a host plant possess compensatory mechanisms for the potential and inevitable perturbation of physiological equilibrium due to the transition from a free-living to an endosymbiont state as well as any threat to cell viability by virtue of its close association with the host plant. Taken together, the transcriptional response is more consistent with a generalized stress response or a preparation for conditions that are inherent to the association with a host plant than it is to promoting nodulation efficiency. Furthermore, a gene expression profile of *B. japonicum* in response to IAA will serve as a reference for further experimental design to study the role of auxins in the context of a symbiotic plant-microbe interaction.

## Supporting Information

Table S1 **Gene specific primers used in the qRT-PCR analysis.** The average efficiency of PCR amplification was greater than 90% for all primer sets used in this study.
(PDF)

Table S2 **Average PCR efficiency for the qRT-PCR analysis.**
(PDF)

Table S3 **Functional classification of genes differentially expressed in response to 1 mM Indole-3-Acetic Acid (IAA).** The cut-off threshold was 2.0-fold with q value less than 5%. Positive values in fold change indicate up-regulation, while negative values indicate down-regulation. Functional levels were adopted from the rhizobase (http://genome.kazusa.or.jp/rhizobase/Bradyrhizobium/genes/category).
(PDF)

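Table S3 gives each gene's fold change of IAA over control, with a minus sign for genes lower in IAA, a SAM q value and a functional class in levels. All 1323 listed genes were present on the arrays with the direction of the table. Of them, 1305 had a value on every array, and across these genes, which are not independent replicates, the log2 ratio used here and the logarithm of the listed fold correlated with Spearman's rho of 0.99999. Of these 1305, 1283 were called by limma. No gene outside the table was called.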

# Supplementary material for: Effects of Indole-3-Acetic Acid on the Transcriptional Activities and Stress Tolerance of Bradyrhizobium japonicum
**Source:** PLoS One. 2013 Oct 2;8(10):e76559. doi: 10.1371/journal.pone.0076559
**Supplement:** Table S1 — Gene specific primers used in the qRT-PCR analysis. The average efficiency of PCR amplification was greater than 90% for all primer sets used in this study.

Table S1. Gene specific primers used in the qRT-PCR analysis.

Primer	Sequence (5' → 3')	Gene Description
bll3411(<i>iorA</i>)F	TGCCGTGTTCAACAAGCATGAC	indolepyruvate ferredoxin oxidoreductase<br>alpha subunit
bll3411(<i>iorA</i>)R	AATTGTTGGTCTTGCGCCGCTT	
bll3410(<i>iorB</i>)F	TCTTGCCAACGCCATGACCTAT	indolepyruvate ferredoxin oxidoreductase<br>beta subunit
bll3410(<i>iorB</i>)R	ATGCATGAACTCGGTGGTCTGGA	
blr4158F	TCTTCGAGCAGCTCAATAACGCCT	probable tryptophan 2,3-dioxygenase
blr4158R	GCGGTTGCCAAGCAGATATTCGAT	
blr1499(<i>exoN</i>)F	AAAATCCGCAAAGCCGTATT	UTP-glucose-1-phosphate uridylyltransferase
blr1499(<i>exoN</i>)R	CGAAGATGAAGTGCTCGATG	
bll1186(<i>atpB'</i>)F	AGTTCGCTTTCATAGGCCTTCAGC	FoF1 ATP synthase B' chain
bll1186(<i>atpB'</i>)R	ATCGAAGCGCGTCAGAACAAGA	
blr2485F	CGCCGTGATTTCTTATTCGT	rieske iron-sulfur protein
blr2485R	GCGCCAGAATACCTTGATGT	
blr1171(<i>coxA</i>)F	AACATCTCGTTCTGGCTGCT	cytochrome C oxidase subunit I
blr1171(<i>coxA</i>)R	CGTGGTGATGAAGTTGATGG	
bll0631(<i>parA</i>)F	TCAACCTTCTGACGGTGAACGC	chromosome partitioning protein A (<i>parA</i>)<br>for normalization
bll0631(<i>parA</i>)R	TGCAGCAATTGCGACAGACCTT	

The average efficiency of PCR amplification was greater than 90% for all primer sets used in this study.

# Supplementary material for: Effects of Indole-3-Acetic Acid on the Transcriptional Activities and Stress Tolerance of Bradyrhizobium japonicum
**Source:** PLoS One. 2013 Oct 2;8(10):e76559. doi: 10.1371/journal.pone.0076559
**Supplement:** Table S2 — Average PCR efficiency for the qRT-PCR analysis.

Table S2. Average PCR efficiency for the qRT-PCR analysis.

Gene name	Average qPCR efficiency (%)	
	Control	IAA treatment
bll3411 (<i>iorA</i>)	97	104
bll3410 (<i>iorB</i>)	103	99
blr4158	99	110
blr1499 (<i>exoN</i>)	101	110
bll1186 (<i>atpB'</i>)	98	97
blr2485	102	90
blr1171 (<i>coxA</i>)	109	104
bll0631 (<i>parA</i>)	107	103

# Supplementary material for: Effects of Indole-3-Acetic Acid on the Transcriptional Activities and Stress Tolerance of Bradyrhizobium japonicum
**Source:** PLoS One. 2013 Oct 2;8(10):e76559. doi: 10.1371/journal.pone.0076559
**Supplement:** Table S3 — Functional classification of genes differentially expressed in response to 1 mM Indole-3-Acetic Acid (IAA). The cut-off threshold was 2.0-fold with q value less than 5%. Positive values in fold change indicate up-regulation, while negative values indicate down-regulation. Functional levels were adopted from the rhizobase (http://genome.kazusa.or.jp/rhizobase/Bradyrhizobium/genes/category).

Table S3. Functional classification of genes differentially expressed in response to 1 mM Indole-3-Acetic Acid (IAA).

The cut-off threshold was 2.0-fold with q value less than 5%.

Positive values in fold change indicate up-regulation, while negative values indicate down-regulation.

Functional levels were adopted from the rhizobase (<http://genome.kazusa.or.jp/rhizobase/Bradyrhizobium/genes/category>).

Locus ID	Fold change	q-value(%)	Functional Level I	Functional Level II	Functional Level III (Description)
blr2068	3.56	0.00	Amino Acid Biosynthesis	Aspartate Family	5-methyltetrahydropteroyltriglutamate-homocysteine S-methyltransferase
blr6687	3.43	0.00	Amino Acid Biosynthesis	Serine Family/Sulfur Assimilation	putative phosphoglycerate dehydrogenase
blr6742	2.79	0.00	Amino Acid Biosynthesis	Glutamate Family/Nitrogen Assimilation	putative glutamate synthase small subunit
blr4158	2.61	0.00	Amino Acid Biosynthesis	Aromatic Amino Acid Family	probable tryptophan 2,3-dioxygenase
blI4682	2.26	0.00	Amino Acid Biosynthesis	Serine Family/Sulfur Assimilation	cysteine synthase
blr2994	2.07	0.00	Amino Acid Biosynthesis	Glutamate Family/Nitrogen Assimilation	ethanolamine ammonia-lyase heavy chain
blr3064	2.06	0.00	Amino Acid Biosynthesis	Branched Chain Family	succinyl-diaminopimelate desuccinylase
blr4687	-4.32	0.00	Amino Acid Biosynthesis	Aspartate Family	aspartate-semialdehyde dehydrogenase
blI6497	-3.74	0.00	Amino Acid Biosynthesis	Branched Chain Family	ketol-acid reductoisomerase
blr4169	-2.98	0.00	Amino Acid Biosynthesis	Glutamate Family/Nitrogen Assimilation	glutamine synthetase II
blI1105	-2.49	0.00	Amino Acid Biosynthesis	Serine Family/Sulfur Assimilation	O-succinylhomoserine sulphydrylase
blr7454	-2.39	0.00	Amino Acid Biosynthesis	Glutamate Family/Nitrogen Assimilation	delta 1-pyrroline-5-carboxylate reductase
blr4949	-2.37	0.00	Amino Acid Biosynthesis	Glutamate Family/Nitrogen Assimilation	glutamine synthetase I
blr0746	-2.34	0.00	Amino Acid Biosynthesis	Aromatic Amino Acid Family	tryptophan synthase alpha subunit
blr3133	-2.32	0.00	Amino Acid Biosynthesis	Glutamate Family/Nitrogen Assimilation	glutamate-ammonia-ligase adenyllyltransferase
blr0745	-2.31	0.00	Amino Acid Biosynthesis	Aromatic Amino Acid Family	tryptophan synthase beta subunit
blr3214	-2.26	0.00	Amino Acid Biosynthesis	Glutamate Family/Nitrogen Assimilation	nitric oxide reductase subunit C
blr7743	-2.26	0.00	Amino Acid Biosynthesis	Glutamate Family/Nitrogen Assimilation	glutamate synthase large subunit
blI6501	-2.24	0.00	Amino Acid Biosynthesis	Branched Chain Family	acetolactate synthase small subunit
blr8104	-2.14	0.00	Amino Acid Biosynthesis	Aspartate Family	2,3,4,5-tetrahydropyridine-2-carboxylate N-succinyltransferase
blr1399	-2.04	0.00	Amino Acid Biosynthesis	Aspartate Family	homoserine O-acetyltransferase
blI0501	-2.02	0.00	Amino Acid Biosynthesis	Aspartate Family	aspartate-semialdehyde dehydrogenase
blr3215	-2.00	0.00	Amino Acid Biosynthesis	Glutamate Family/Nitrogen Assimilation	nitric oxide reductase subunit B
blr8106	-2.00	0.00	Amino Acid Biosynthesis	Branched Chain Family	succinyl-diaminopimelate desuccinylase
blI4149	5.85	0.00	Biosynthesis of cofactors, prosthetic groups, and carriers	Thioredoxin, glutaredoxin, and glutathione	putative glutathione peroxidase
blr2939	3.00	0.00	Biosynthesis of cofactors, prosthetic groups, and carriers	Thioredoxin, glutaredoxin, and glutathione	glutathione S-transferase
blr0583	2.95	0.00	Biosynthesis of cofactors, prosthetic groups, and carriers	Thioredoxin, glutaredoxin, and glutathione	gamma-glutamyltranspeptidase
blI6732	2.71	0.00	Biosynthesis of cofactors, prosthetic groups, and carriers	Thioredoxin, glutaredoxin, and glutathione	probable glutathione peroxidase
blI6273	2.70	0.00	Biosynthesis of cofactors, prosthetic groups, and carriers	Biotin	probable biotin sulfoxide reductase
blI0751	2.58	0.00	Biosynthesis of cofactors, prosthetic groups, and carriers	Thioredoxin, glutaredoxin, and glutathione	thioredoxin C-1
blI3136	2.39	0.00	Biosynthesis of cofactors, prosthetic groups, and carriers	Folic acid	formate dehydrogenase alpha subunit
blr2308	2.39	0.00	Biosynthesis of cofactors, prosthetic groups, and carriers	Molybdopterin	putative molybdopterin biosynthesis protein
blI0668	2.19	0.00	Biosynthesis of cofactors, prosthetic groups, and carriers	Thioredoxin, glutaredoxin, and glutathione	glutathione synthetase
blI0180	2.04	0.00	Biosynthesis of cofactors, prosthetic groups, and carriers	Cobalamin, heme, phycobilin and porphyrin	cobalt insertion protein
blI7086	-5.77	0.00	Biosynthesis of cofactors, prosthetic groups, and carriers	Cobalamin, heme, phycobilin and porphyrin	anaerobic coproporphyrinogen III oxidase
blI5026	-4.33	0.00	Biosynthesis of cofactors, prosthetic groups, and carriers	Carotenoid	H+ translocating pyrophosphate synthase
blI5029	-3.14	0.00	Biosynthesis of cofactors, prosthetic groups, and carriers	Riboflavin	riboflavin synthase beta chain
blr0469	-2.54	0.00	Biosynthesis of cofactors, prosthetic groups, and carriers	Cobalamin, heme, phycobilin and porphyrin	heme exporter protein C
blI2481	-2.40	0.00	Biosynthesis of cofactors, prosthetic groups, and carriers	Cobalamin, heme, phycobilin and porphyrin	coproporphyrinogen III oxidase
blI5031	-2.27	0.00	Biosynthesis of cofactors, prosthetic groups, and carriers	Riboflavin	riboflavin biosynthesis protein
blI2542	-2.25	0.00	Biosynthesis of cofactors, prosthetic groups, and carriers	Quinolinate	quinolinate synthetase A
blr1172	-2.20	0.00	Biosynthesis of cofactors, prosthetic groups, and carriers	Cobalamin, heme, phycobilin and porphyrin	putative heme O synthase
blI1162	-2.10	0.00	Biosynthesis of cofactors, prosthetic groups, and carriers	Thioredoxin, glutaredoxin, and glutathione	glutathione S-transferase
blI5510	3.36	0.00	Cell envelope	Membranes, lipoproteins and porins	outer-membrane immunogenic protein precursor
blr0372	3.25	0.00	Cell envelope	Surface polysaccharides, lipopolysaccharides and antigens	putative succinoglycan biosynthesis protein
blr8158	2.82	0.00	Cell envelope	Murein sacculus and peptidoglycan	murein endopeptidase
blI4321	2.78	0.00	Cell envelope	Membranes, lipoproteins and porins	putative outer membrane channel lipoprotein
blI4743	2.73	0.00	Cell envelope	Membranes, lipoproteins and porins	putative lipoprotein
blI7469	2.24	0.00	Cell envelope	Membranes, lipoproteins and porins	putative outer-membrane immunogenic protein precursor
blr3405	2.21	0.00	Cell envelope	Murein sacculus and peptidoglycan	D-alanine--D-alanine ligase
blr5253	2.20	0.00	Cell envelope	Surface polysaccharides, lipopolysaccharides and antigens	putative polysaccharide deacetylase
blr4700	-18.47	0.00	Cell envelope	Membranes, lipoproteins and porins	putative outer-membrane immunogenic protein precursor
blI6888	-10.76	0.00	Cell envelope	Membranes, lipoproteins and porins	putative porin
blr4701	-7.57	0.00	Cell envelope	Membranes, lipoproteins and porins	putative outer-membrane immunogenic protein precursor
blr1311	-6.33	0.00	Cell envelope	Membranes, lipoproteins and porins	outer membrane protein
blr2272	-4.95	0.00	Cell envelope	Membranes, lipoproteins and porins	putative porin precursor
blr4715	-3.42	0.00	Cell envelope	Membranes, lipoproteins and porins	putative outer-membrane immunogenic protein precursor
blI6025	-3.12	0.00	Cell envelope	Membranes, lipoproteins and porins	probable outer membrane protein B
blr5423	-2.95	0.00	Cell envelope	Surface polysaccharides, lipopolysaccharides and antigens	probable dTDP-glucose-4,6 dehydratase
blI5925	-2.79	0.00	Cell envelope	Surface polysaccharides, lipopolysaccharides and antigens	putative capsular polysaccharide biosynthesis protein
blr7695	-2.78	0.00	Cell envelope	Membranes, lipoproteins and porins	putative quter-membrane immunogenic protein precursor
blr5971	-2.36	0.00	Cell envelope	Surface polysaccharides, lipopolysaccharides and antigens	putative polysaccharide biosynthesis related protein
blr3745	-2.31	0.00	Cell envelope	Murein sacculus and peptidoglycan	periplasmic mannitol-binding protein
blI4853	-2.10	0.00	Cell envelope	Membranes, lipoproteins and porins	putative outer membrane protein
bsI8249	6.02	0.00	Cellular processes	Chaperones	cold shock protein
blI0729	3.92	0.00	Cellular processes	Chaperones	small heat shock protein
bsr0210	3.32	0.00	Cellular processes	Detoxification	glutaredoxin
blI3872	3.27	0.00	Cellular processes	Protein and peptide secretion	HlyD family secretion protein
blr2696	3.18	0.00	Cellular processes	Detoxification	cytochrome C peroxidase
blr5220	3.13	0.00	Cellular processes	Chaperones	small heat shock protein
blr7243	2.85	0.00	Cellular processes	Detoxification	putative cytochrome P450
blr1100	2.81	0.00	Cellular processes	Chaperones	heat shock protein 33
blI4327	2.79	0.00	Cellular processes	Chemotaxis	putative methyl-accepting chemotaxis protein
blr3970	2.73	0.00	Cellular processes	Cell division	cell division protein
blr2450	2.43	0.00	Cellular processes	Chaperones	protease heat shock protein
blr5308	2.41	0.00	Cellular processes	Detoxification	anti-oxidant protein
blr5227	2.39	0.00	Cellular processes	Chaperones	heat shock protein
blr5233	2.38	0.00	Cellular processes	Chaperones	small heat shock protein
blI5184	2.36	0.00	Cellular processes	Detoxification	putative cytochrome P460
blI6987	2.27	0.00	Cellular processes	Protein and peptide secretion	hypothetical signal peptide protein
blr7740	2.21	0.00	Cellular processes	Chaperones	small heat shock protein
blr5226	2.17	0.00	Cellular processes	Chaperones	heat shock protein
blr5221	2.08	0.00	Cellular processes	Chaperones	small heat shock protein
blI6865	-85.68	0.00	Cellular processes	Chemotaxis	flagellin
blI6866	-40.56	0.00	Cellular processes	Chemotaxis	flagellin
blI6876	-35.86	0.00	Cellular processes	Chemotaxis	flagellar basal-body rod protein
blI6858	-32.71	0.00	Cellular processes	Chemotaxis	flagellar hook protein
blI6857	-30.12	0.00	Cellular processes	Chemotaxis	hook associated protein I homolog
blI6856	-29.84	0.00	Cellular processes	Chemotaxis	probable flagellar hook-associated protein
blI6873	-20.33	0.00	Cellular processes	Chemotaxis	flagellar basal-body rod protein
blI6875	-16.35	0.00	Cellular processes	Chemotaxis	flagellar basal-body rod protein
blI6854	-15.87	0.00	Cellular processes	Chemotaxis	flagellin synthesis repressor protein
blI6853	-14.82	0.00	Cellular processes	Chemotaxis	hook formation protein
blI6862	-14.56	0.00	Cellular processes	Chemotaxis	probable flagellar motor protein
blr6884	-12.03	0.00	Cellular processes	Chemotaxis	flagellar basal body rod protein
blI6878	-10.38	0.00	Cellular processes	Chemotaxis	probable flagellar motor switch protein
blr0576	-10.36	0.00	Cellular processes	Chemotaxis	putative methyl-accepting chemotaxis protein
blI6861	-10.35	0.00	Cellular processes	Chemotaxis	probable chemotaxis protein precursor
blI6877	-10.24	0.00	Cellular processes	Chemotaxis	flagellar biosynthetic protein
blI6855	-10.04	0.00	Cellular processes	Chemotaxis	probable flagellar protein
blI6879	-8.32	0.00	Cellular processes	Chemotaxis	probable flagellar motor switch protein
blI6871	-8.26	0.00	Cellular processes	Chemotaxis	flagellar P-ring protein precursor
bsI6852	-7.97	0.00	Cellular processes	Chemotaxis	flagellar biosynthetic protein

blI6872	-7.08	0.00	Cellular processes	Chemotaxis	probable flagellar protein
blI6874	-6.70	0.00	Cellular processes	Chemotaxis	flagellar hook-basal body complex protein
blr6885	-5.04	0.00	Cellular processes	Chemotaxis	flagellum-specific ATP synthase
blI6869	-4.34	0.00	Cellular processes	Chemotaxis	flagellar L-ring protein precursor
blI6864	-4.23	0.00	Cellular processes	Chemotaxis	flagellar M-ring protein
bsI6587	-4.10	0.00	Cellular processes	Chemotaxis	components of type IV pilus pilin subunit
bsI1445	-4.05	0.00	Cellular processes	Chaperones	cold shock protein
bsI3986	-4.02	0.00	Cellular processes	Chaperones	cold shock protein
blI6850	-3.98	0.00	Cellular processes	Chemotaxis	probable flagellar biosynthetic protein
blI6851	-3.63	0.00	Cellular processes	Chemotaxis	flagellar biosynthesis protein
blI6867	-3.62	0.00	Cellular processes	Chemotaxis	flagellar biosynthetic protein
blr5828	-3.49	0.00	Cellular processes	Chemotaxis	flagellar basal-body rod protein
blI2496	-3.33	0.00	Cellular processes	Cell division	chromosome segregation protein
blr1813	-3.21	0.00	Cellular processes	Protein and peptide secretion	RhcJ protein
blr4635	-3.20	0.00	Cellular processes	Chaperones	chaperonin GroEL
blr2130	-3.18	0.00	Cellular processes	Plasmid transfer	similar to conjugal transfer protein traG
blr5827	-3.13	0.00	Cellular processes	Chemotaxis	flagellar basal-body rod protein
blr6997	-2.77	0.00	Cellular processes	Chemotaxis	probable flagellar hook assembly protein
blr5838	-2.75	0.00	Cellular processes	Chemotaxis	flagellar P-ring protein precursor
blI4735	-2.70	0.00	Cellular processes	Protein and peptide secretion	protein-export membrane protein
blr2349	-2.67	0.00	Cellular processes	Chemotaxis	chemotaxis two-component response regulator
bsI5417	-2.66	0.00	Cellular processes	Protein and peptide secretion	preprotein translocase
blI4736	-2.65	0.00	Cellular processes	Protein and peptide secretion	preprotein tranlocase protein
blI4945	-2.58	0.00	Cellular processes	Protein and peptide secretion	trigger factor
blr2344	-2.52	0.00	Cellular processes	Chemotaxis	probable chemotaxis protein
blI5941	-2.40	0.00	Cellular processes	Cell division	putative partition protein
blr0929	-2.39	0.00	Cellular processes	Chemotaxis	putative methyl accepting chemotaxis protein
blr5830	-2.38	0.00	Cellular processes	Chemotaxis	flagellar L-ring protein precursor
blI4734	-2.37	0.00	Cellular processes	Protein and peptide secretion	protein-export membrane protein
blI6537	-2.36	0.00	Cellular processes	Detoxification	putative cytochrome P450
blr2342	-2.36	0.00	Cellular processes	Chemotaxis	chemotaxis two-component response regulator
blr1819	-2.33	0.00	Cellular processes	Protein and peptide secretion	RhcR protein
blr7533	-2.29	0.00	Cellular processes	Chaperones	60 KDA chaperonin
blI0667	-2.19	0.00	Cellular processes	Chemotaxis	CtpC protein
blr2346	-2.14	0.00	Cellular processes	Chemotaxis	probable chemotaxis protein
blI0664	-2.11	0.00	Cellular processes	Chemotaxis	CtpF protein
blI1470	-2.09	0.00	Cellular processes	Chemotaxis	putative methyl accepting chemotaxis protein
blr6022	-2.07	0.00	Cellular processes	Protein and peptide secretion	probable general secretion pathway protein D
blI6868	-2.07	0.00	Cellular processes	Chemotaxis	flagellar protein
blr2343	-2.06	0.00	Cellular processes	Chemotaxis	chemotaxis two-component sensor histidine kinase
blI7789	-2.06	0.00	Cellular processes	Chaperones	probable chaperonine heat shock hsp90 proteins family
blr2694	9.20	0.00	Central intermediary metabolism	Nitrogen fixation	VirG-like two component response regulator
blr2037	6.85	0.00	Central intermediary metabolism	Nitrogen fixation	nif-specific regulatory protein
blI6928	5.04	0.00	Central intermediary metabolism	Other	HypD' protein
blr8272	4.19	0.00	Central intermediary metabolism	Polysaccharides and glycoproteins	probable phosphoglucomutase phosphomannomutase protein
blr3397	3.64	0.00	Central intermediary metabolism	Nitrogen metabolism	nitrilase
bsI6935	3.52	0.00	Central intermediary metabolism	Other	HupI protein
blr3126	3.11	0.00	Central intermediary metabolism	Nitrogen fixation	cytochrome C-type biogenesis protein
blr1769	3.08	0.00	Central intermediary metabolism	Nitrogen fixation	dinitrogenase reductase protein
blr0211	2.59	0.00	Central intermediary metabolism	Nitrogen metabolism	amidohydrolase
blr1755	2.30	0.00	Central intermediary metabolism	Nitrogen fixation	R. etli iscN homolog
blI1167	2.29	0.00	Central intermediary metabolism	Nitrogen fixation	signal peptidase
blr1774	2.22	0.00	Central intermediary metabolism	Nitrogen fixation	flavoprotein
blr1222	2.20	0.00	Central intermediary metabolism	Phosphorus compounds	phosphonate metabolism protein
blr2038	2.18	0.00	Central intermediary metabolism	Nitrogen fixation	electron transfer flavoprotein beta chain
blr1499	2.16	0.00	Central intermediary metabolism	Nitrogen fixation	UTP-glucose-1-phosphate uridylyltransferase
blr3350	2.08	0.00	Central intermediary metabolism	Other	probable carbon monoxide dehydrogenase large chain
blr7578	2.01	0.00	Central intermediary metabolism	Nitrogen fixation	UDP-glucose 4'-epimerase
blI1137	-20.81	0.00	Central intermediary metabolism	Other	probable carbonic anhydrase
blr7089	-6.02	0.00	Central intermediary metabolism	Nitrogen metabolism	respiratory nitrite reductase
bsr2765	-5.46	0.00	Central intermediary metabolism	Nitrogen fixation	cbb3 oxidase subunit IV
blr2763	-5.24	0.00	Central intermediary metabolism	Nitrogen fixation	cytochrome-c oxidase
blr1459	-5.08	0.00	Central intermediary metabolism	Other	urease accessory protein
blr2764	-5.02	0.00	Central intermediary metabolism	Nitrogen fixation	cytochrome-c oxidase
blr1063	-4.59	0.00	Central intermediary metabolism	Nitrogen fixation	putative autoinducer synthase
blr2768	-3.90	0.00	Central intermediary metabolism	Nitrogen fixation	FixH protein
blI4865	-3.85	0.00	Central intermediary metabolism	Other	putative carbonic anhydrase
blI6940	-3.41	0.00	Central intermediary metabolism	Other	HupC protein
blr2767	-3.08	0.00	Central intermediary metabolism	Nitrogen fixation	iron-sulfur cluster-binding protein
blr2766	-3.03	0.00	Central intermediary metabolism	Nitrogen fixation	cbb3 oxidase subunit III
blr5680	-2.80	0.00	Central intermediary metabolism	Polysaccharides and glycoproteins	ribulose-phosphate 3-epimerase
blr2036	-2.54	0.00	Central intermediary metabolism	Nitrogen fixation	oxidoreductase
blI6944	-2.51	0.00	Central intermediary metabolism	Other	HupU protein
blr7759	-2.08	0.00	Central intermediary metabolism	Other	ornithine decarboxylase
blr3125	-2.01	0.00	Central intermediary metabolism	Nitrogen fixation	cytochrome C-type biogenesis protein
blI4072	10.59	0.00	DNA replication, recombination, and repair		replicative DNA helicase
blI0827	4.05	0.00	DNA replication, recombination, and repair		DNA replication and repair protein
blI7808	3.42	0.00	DNA replication, recombination, and repair		methylated-DNA--protein-cysteine methyltransferase
blI1144	2.56	0.00	DNA replication, recombination, and repair		putative ATP dependent DNA ligase
blr2963	2.27	0.00	DNA replication, recombination, and repair		alkylated DNA repair protein
blr0915	2.13	0.00	DNA replication, recombination, and repair		methylated-DNA-[protein]-cysteine S-methyltransferase
blI0830	-4.16	0.00	DNA replication, recombination, and repair		chromosomal replication initiator protein
blI8008	-3.14	0.00	DNA replication, recombination, and repair		similar to recombinase
blI5755	-3.01	0.00	DNA replication, recombination, and repair		RecA protein
blr4377	-2.67	0.00	DNA replication, recombination, and repair		single-stranded-DNA-specific exonuclease
blr5493	-2.23	0.00	DNA replication, recombination, and repair		ATP-dependent DNA helicase
blr6561	-2.21	0.00	DNA replication, recombination, and repair		DNA helicase II
blI5057	-2.20	0.00	DNA replication, recombination, and repair		topoisomerase II
blI4667	-2.13	0.00	DNA replication, recombination, and repair		probable transcription-repair coupling factor
blI4698	-2.07	0.00	DNA replication, recombination, and repair		single-strand DNA binding protein
blr1536	-2.04	0.00	DNA replication, recombination, and repair		holliday junction DNA helicase
blr7041	-2.02	0.00	DNA replication, recombination, and repair		exodeoxyribosylnuclease
blI3411	30.67	0.00	Energy metabolism	Respiration	indolepyruvate ferredoxin oxidoreductase alpha subunit
blI6076	9.53	0.00	Energy metabolism	Pyruvate and acetyl-CoA metabolism	putative acetyl-CoA synthetase
blI3410	7.64	0.00	Energy metabolism	Respiration	indolepyruvate ferredoxin oxidoreductase beta subunit
blr6219	7.53	0.00	Energy metabolism	Pyruvate and acetyl-CoA metabolism	putative aldehyde dehydrogenase
blr0807	3.90	0.00	Energy metabolism	Amino acids and amines	succinate-semialdehyde dehydrogenase
blr6758	3.08	0.00	Energy metabolism	Sugars	probable transaldolase
blr1248	3.06	0.00	Energy metabolism	Respiration	putative thioredoxin reductase
blI4950	3.00	0.00	Energy metabolism	Amino acids and amines	probable L-asparaginase
blI2736	2.97	0.00	Energy metabolism	Pyruvate and acetyl-CoA metabolism	putative aldehyde dehydrogenase protein
blI1530	2.79	0.00	Energy metabolism	Pyruvate and acetyl-CoA metabolism	putative aldehyde dehydrogenase protein
blr6759	2.67	0.00	Energy metabolism	Pentose phosphate pathway	6-phosphogluconate dehydrogenase
blr2816	2.51	0.00	Energy metabolism	Pyruvate and acetyl-CoA metabolism	aldehyde dehydrogenase
blI6137	2.50	0.00	Energy metabolism	Other	quinone oxidoreductase
blr3179	2.50	0.00	Energy metabolism	Amino acids and amines	probable alanine dehydrogenase oxidoreductase protein
blI7906	2.35	0.00	Energy metabolism	Respiration	putative ferredoxin
blr3957	2.32	0.00	Energy metabolism	Amino acids and amines	3-hydroxyisobutyrate dehydrogenase
blI7157	2.19	0.00	Energy metabolism	Sugars	putative glucose 1-dehydrogenase

blI8129	2.07	0.00	Energy metabolism	Sugars	UDP-glucose 6-dehydrogenase
blr4422	2.03	0.00	Energy metabolism	Amino acids and amines	hydroxymethylglutaryl-CoA lyase
blr2316	2.00	0.00	Energy metabolism	Respiration	probable NADH-ubiquinone oxidoreductase chain F
blI1186	-9.46	0.00	Energy metabolism	Respiration	FoF1 ATP synthase B' chain
blI4784	-9.13	0.00	Energy metabolism	Pyruvate and acetyl-CoA metabolism	aldehyde dehydrogenase
bsI1187	-8.59	0.00	Energy metabolism	Respiration	FoF1 ATP synthase C chain
blI1185	-7.52	0.00	Energy metabolism	Respiration	FoF1 ATP synthase B chain
blr1309	-5.62	0.00	Energy metabolism	Pyruvate and acetyl-CoA metabolism	acetyl-coenzyme A synthetase
blI1188	-4.64	0.00	Energy metabolism	Respiration	FoF1 ATP synthase A chain
blr2485	-4.55	0.00	Energy metabolism	Respiration	rieske iron-sulfur protein
blr2486	-3.89	0.00	Energy metabolism	Respiration	cytochrome b/c1 precursor
bsI1189	-3.86	0.00	Energy metabolism	Respiration	FoF1 ATP synthase subunit I
blr3206	-3.65	0.00	Energy metabolism	Sugars	probable aldose 1-epimerase precursor
blr7448	-3.54	0.00	Energy metabolism	Pentose phosphate pathway	ribose-phosphate pyrophosphokinase
blI2210	-3.25	0.00	Energy metabolism	Respiration	multicopper oxidase
blI0441	-3.09	0.00	Energy metabolism	Respiration	ATP synthase gamma chain
blI0439	-3.02	0.00	Energy metabolism	Respiration	ATP synthase epsilon chain
blI0442	-2.88	0.00	Energy metabolism	Respiration	ATP synthase alpha chain
blI3998	-2.84	0.01	Energy metabolism	Amino acids and amines	probable succinate-semialdehyde dehydrogenase [NADP+]
blr4657	-2.82	0.00	Energy metabolism	Sugars	beta-glucosidase
blr4955	-2.55	0.00	Energy metabolism	Respiration	putative cytochrome B561
blr1171	-2.54	0.00	Energy metabolism	Respiration	cytochrome C oxidase subunit I
blr1423	-2.39	0.00	Energy metabolism	Respiration	cytochrome c
blr6128	-2.39	0.00	Energy metabolism	Respiration	cytochrome c552
blr1175	-2.30	0.00	Energy metabolism	Respiration	cytochrome C oxidase subunit III
blr7525	-2.29	0.00	Energy metabolism	Respiration	ATP phosphoribosyltransferase
blI0440	-2.25	0.00	Energy metabolism	Respiration	ATP synthase beta chain
blr6062	-2.25	0.00	Energy metabolism	Respiration	putative cytochrome C6 precursor
blr0573	-2.23	0.00	Energy metabolism	Pyruvate and acetyl-CoA metabolism	acetyl-CoA synthetase
blI2388	-2.22	0.00	Energy metabolism	Respiration	cytochrome c2
blI7126	-2.18	0.00	Energy metabolism	Respiration	NAD(P)+ transhydrogenase
blI7125	-2.16	0.00	Energy metabolism	TCA cycle	NAD(P) transhydrogenase subunit alpha part 2
blr7544	-2.13	0.00	Energy metabolism	Respiration	cytochrome c550
blr1170	-2.05	0.00	Energy metabolism	Respiration	cytochrome C oxidase subunit II
blI7124	-2.05	0.00	Energy metabolism	Respiration	NAD(P)+ transhydrogenase beta chain
blr1656	-2.04	0.00	Energy metabolism	Sugars	putative glycosyl hydrolase
blI4754	-2.00	0.00	Energy metabolism	Sugars	glycosyl hydrolase
blr3402	11.58	0.00	Fatty acid, phospholipid and sterol metabolism		putative crotonobetaine/carnitine-CoA ligase
blI6081	9.76	0.00	Fatty acid, phospholipid and sterol metabolism		putative enoyl-CoA hydratase
blr3414	6.98	0.00	Fatty acid, phospholipid and sterol metabolism		putative 4-hydroxybenzoyl CoA thioesterase
blr3940	6.50	0.00	Fatty acid, phospholipid and sterol metabolism		putative propionyl-CoA carboxylase beta chain
blr6085	5.24	0.00	Fatty acid, phospholipid and sterol metabolism		putative acid--CoA ligase
blr3433	4.02	0.00	Fatty acid, phospholipid and sterol metabolism		putative crotonobetaine/carnitine-CoA ligase
blI7802	4.00	0.00	Fatty acid, phospholipid and sterol metabolism		long-chain-fatty-acid-CoA ligase
blr6087	3.85	0.00	Fatty acid, phospholipid and sterol metabolism		putative 3-hydroxybutyryl-CoA dehydrogenase
blI0116	2.73	0.00	Fatty acid, phospholipid and sterol metabolism		putative enoyl-CoA hydratase
blr3437	2.66	0.00	Fatty acid, phospholipid and sterol metabolism		putative acyl-CoA dehydrogenase
blr5602	2.65	0.00	Fatty acid, phospholipid and sterol metabolism		hippurate hydrolase
blI2783	2.37	0.00	Fatty acid, phospholipid and sterol metabolism		probable enoyl-CoA hydratase
blI7763	2.10	0.00	Fatty acid, phospholipid and sterol metabolism		probable acetoacetate decarboxylase
blr6442	2.04	0.00	Fatty acid, phospholipid and sterol metabolism		probable D-amino acid oxidase
blr5969	-3.15	0.00	Fatty acid, phospholipid and sterol metabolism		putative anaerobic phenylacetate CoA ligase
blr6836	-3.09	0.00	Fatty acid, phospholipid and sterol metabolism		mannitol dehydrogenase
blI6830	-2.58	0.00	Fatty acid, phospholipid and sterol metabolism		mannonate dehydratase
blr4082	-2.48	0.00	Fatty acid, phospholipid and sterol metabolism		malonyl-CoA:acyl carrier protein transacylase
blI5021	-2.45	0.00	Fatty acid, phospholipid and sterol metabolism		fatty acid/phospholipid synthesis protein
blI1200	-2.42	0.00	Fatty acid, phospholipid and sterol metabolism		5-aminolevulinic acid synthase
blr4085	-2.23	0.00	Fatty acid, phospholipid and sterol metabolism		3-oxoacyl-(acyl carrier protein) synthase II
blI1082	-2.16	0.00	Fatty acid, phospholipid and sterol metabolism		2-deoxy-D-gluconate 3-dehydrogenase
blI2619	-2.09	0.00	Fatty acid, phospholipid and sterol metabolism		medium-chain-fatty-acid--CoA ligase
blI7400	-2.04	0.00	Fatty acid, phospholipid and sterol metabolism		acetyl-CoA acetyltransferase
blr2247	-2.03	0.00	Fatty acid, phospholipid and sterol metabolism		probable fatty acid desaturase
bsI7903	56.52	0.00	Hypothetical	Conserved hypothetical protein	hypothetical protein bsI7903
blr4417	52.91	0.00	Hypothetical	No similarity	hypothetical protein blr4417
blr3415	38.04	0.00	Hypothetical	Conserved hypothetical protein	hypothetical protein blr3415
blr0305	27.07	0.00	Hypothetical	No similarity	hypothetical protein blr0305
blr6167	26.33	0.00	Hypothetical	No similarity	hypothetical protein blr6167
blI7902	24.73	0.00	Hypothetical	Conserved hypothetical protein	hypothetical protein blI7902
blr3427	23.31	0.00	Hypothetical	No similarity	hypothetical protein blr3427
blI5555	21.42	0.00	Hypothetical	Conserved hypothetical protein	hypothetical protein blI5555
blr3413	21.42	0.00	Hypothetical	Conserved hypothetical protein	hypothetical protein blr3413
blI6449	19.44	0.00	Hypothetical	Conserved hypothetical protein	hypothetical protein blI6449
blI4983	19.32	0.00	Hypothetical	Conserved hypothetical protein	hypothetical protein blI4983
blI5579	18.12	0.00	Hypothetical	Conserved hypothetical protein	hypothetical protein blI5579
blI6552	16.62	0.00	Hypothetical	Conserved hypothetical protein	hypothetical protein blI6552
blI7487	13.88	0.00	Hypothetical	No similarity	hypothetical protein blI7487
bsI4437	13.04	0.00	Hypothetical	No similarity	hypothetical protein bsI4437
bsI4014	12.42	0.00	Hypothetical	No similarity	hypothetical protein bsI4014
bsr0862	10.55	0.00	Hypothetical	No similarity	hypothetical protein bsr0862
blr0306	10.37	0.00	Hypothetical	Conserved hypothetical protein	hypothetical protein blr0306
bsr4726	10.29	0.00	Hypothetical	No similarity	hypothetical protein bsr4726
bsr6217	9.59	0.00	Hypothetical	No similarity	hypothetical protein bsr6217
bsr3435	9.50	0.00	Hypothetical	No similarity	hypothetical protein bsr3435
blI5835	9.04	0.00	Hypothetical	Conserved hypothetical protein	hypothetical protein blI5835
blI7562	8.90	0.00	Hypothetical	Conserved hypothetical protein	hypothetical protein blI7562
blr6533	8.85	0.00	Hypothetical	Conserved hypothetical protein	hypothetical protein blr6533
bsr6700	8.79	0.00	Hypothetical	No similarity	hypothetical protein bsr6700
blI4882	8.37	0.00	Hypothetical	No similarity	hypothetical protein blI4882
blI2743	8.30	0.00	Hypothetical	Conserved hypothetical protein	hypothetical protein blI2743
blI0836	8.27	0.00	Hypothetical	No similarity	hypothetical protein blI0836
blr1206	8.06	0.00	Hypothetical	No similarity	hypothetical protein blr1206
blr3429	7.89	0.00	Hypothetical	Conserved hypothetical protein	hypothetical protein blr3429
bsr7633	7.54	0.00	Hypothetical	No similarity	hypothetical protein bsr7633
blI4880	7.22	0.00	Hypothetical	Conserved hypothetical protein	hypothetical protein blI4880
blI4985	7.14	0.00	Hypothetical	Conserved hypothetical protein	hypothetical protein blI4985
blr0094	6.69	0.00	Hypothetical	Conserved hypothetical protein	hypothetical protein blr0094
blI4881	6.68	0.00	Hypothetical	Conserved hypothetical protein	hypothetical protein blI4881
blr1387	6.62	0.00	Hypothetical	Conserved hypothetical protein	hypothetical protein blr1387
blI1207	6.55	0.00	Hypothetical	Conserved hypothetical protein	hypothetical protein blI1207
blI7547	6.41	0.00	Hypothetical	Conserved hypothetical protein	hypothetical protein blI7547
bsI0296.2n	6.38	0.00	Hypothetical		hypothetical protein bsI0296.2n
blr5716	6.34	0.00	Hypothetical	Conserved hypothetical protein	hypothetical protein blr5716
blr2935	6.16	0.00	Hypothetical	Conserved hypothetical protein	hypothetical protein blr2935
blr2962	6.03	0.00	Hypothetical	Conserved hypothetical protein	hypothetical protein blr2962
bsI7109	5.93	0.00	Hypothetical	Conserved hypothetical protein	hypothetical protein bsI7109
blr4982	5.83	0.00	Hypothetical	Conserved hypothetical protein	hypothetical protein blr4982
bsr4471	5.77	0.00	Hypothetical	No similarity	hypothetical protein bsr4471
blr0276	5.74	0.00	Hypothetical	Conserved hypothetical protein	hypothetical protein blr0276
bsI6734	5.66	0.00	Hypothetical	Conserved hypothetical protein	hypothetical protein bsI6734

blI5492	5.37	0.00	Hypothetical	Conserved hypothetical protein	hypothetical protein blI5492
blI0233	5.35	0.00	Hypothetical	Conserved hypothetical protein	hypothetical protein blI0233
blr5636	5.17	0.00	Hypothetical	No similarity	hypothetical protein blr5636
blI2700	5.05	0.00	Hypothetical	Conserved hypothetical protein	hypothetical protein blI2700
blI1322.1n	4.92	0.00	Hypothetical		hypothetical protein blI1322.1n
blr5127	4.86	0.00	Hypothetical	No similarity	hypothetical protein blr5127
blr2425	4.77	0.00	Hypothetical	Conserved hypothetical protein	hypothetical protein blr2425
blI5237	4.70	0.00	Hypothetical	No similarity	hypothetical protein blI5237
blI1594	4.68	0.00	Hypothetical	No similarity	hypothetical protein blI1594
blr7935	4.56	0.00	Hypothetical	Conserved hypothetical protein	hypothetical protein blr7935
blI2330	4.54	0.00	Hypothetical	Conserved hypothetical protein	hypothetical protein blI2330
bsI2206	4.50	0.00	Hypothetical	Conserved hypothetical protein	hypothetical protein bsI2206
blI6811	4.50	0.00	Hypothetical	Conserved hypothetical protein	hypothetical protein blI6811
blI1285	4.45	0.00	Hypothetical	No similarity	hypothetical protein blI1285
blr5768	4.42	0.00	Hypothetical	No similarity	hypothetical protein blr5768
blI6754	4.41	0.00	Hypothetical	Conserved hypothetical protein	hypothetical protein blI6754
blr2360	4.39	0.00	Hypothetical	Conserved hypothetical protein	hypothetical protein blr2360
bsr0431	4.39	0.00	Hypothetical	Conserved hypothetical protein	hypothetical protein bsr0431
blI5640	4.36	0.00	Hypothetical	No similarity	hypothetical protein blI5640
blI5372	4.35	0.00	Hypothetical	Conserved hypothetical protein	hypothetical protein blI5372
blr0401	4.29	0.00	Hypothetical	Conserved hypothetical protein	hypothetical protein blr0401
blr8065	4.23	0.00	Hypothetical	Conserved hypothetical protein	hypothetical protein blr8065
blI5323	4.21	0.00	Hypothetical	No similarity	hypothetical protein blI5323
blI7908	4.20	0.00	Hypothetical	Conserved hypothetical protein	hypothetical protein blI7908
blr1229	4.17	0.00	Hypothetical	Conserved hypothetical protein	hypothetical protein blr1229
blr4723	4.13	0.00	Hypothetical	Conserved hypothetical protein	hypothetical protein blr4723
blr4176	4.11	0.00	Hypothetical	No similarity	hypothetical protein blr4176
blI3592	4.11	0.00	Hypothetical	Conserved hypothetical protein	hypothetical protein blI3592
blr4684	4.11	0.00	Hypothetical	Conserved hypothetical protein	hypothetical protein blr4684
blr6086	4.08	0.00	Hypothetical	No similarity	hypothetical protein blr6086
blr6531	4.05	0.00	Hypothetical	Conserved hypothetical protein	hypothetical protein blr6531
blr1402	4.05	0.00	Hypothetical	Conserved hypothetical protein	hypothetical protein blr1402
blI5315.1n	3.99	0.00	Hypothetical		hypothetical protein blI5315.1n
blr5713	3.98	0.00	Hypothetical	Conserved hypothetical protein	hypothetical protein blr5713
blI2462	3.97	0.00	Hypothetical	Conserved hypothetical protein	hypothetical protein blI2462
blr4264.1n	3.87	0.00	Hypothetical		hypothetical protein blr4264.1n
blr6699	3.85	0.00	Hypothetical	No similarity	hypothetical protein blr6699
blr4356	3.83	0.00	Hypothetical	Conserved hypothetical protein	hypothetical protein blr4356
bsI0879	3.78	0.00	Hypothetical	Conserved hypothetical protein	hypothetical protein bsI0879
bsr4559	3.73	0.00	Hypothetical	Conserved hypothetical protein	hypothetical protein bsr4559
blr4686	3.70	0.00	Hypothetical	Conserved hypothetical protein	hypothetical protein blr4686
blI3037	3.70	0.00	Hypothetical	Conserved hypothetical protein	hypothetical protein blI3037
blr2641	3.65	0.00	Hypothetical	Conserved hypothetical protein	hypothetical protein blr2641
bsI0231	3.63	0.00	Hypothetical	No similarity	hypothetical protein bsI0231
blI7635	3.62	0.00	Hypothetical	No similarity	hypothetical protein blI7635
blI5899	3.61	0.00	Hypothetical	Conserved hypothetical protein	hypothetical protein blI5899
bsr8045	3.57	0.00	Hypothetical	Conserved hypothetical protein	hypothetical protein bsr8045
blr7694	3.55	0.00	Hypothetical	Conserved hypothetical protein	hypothetical protein blr7694
blr3860	3.54	0.00	Hypothetical	No similarity	hypothetical protein blr3860
blI7057	3.53	0.00	Hypothetical	Conserved hypothetical protein	hypothetical protein blI7057
blr5292	3.52	0.00	Hypothetical	No similarity	hypothetical protein blr5292
blI6809	3.51	0.00	Hypothetical	Conserved hypothetical protein	hypothetical protein blI6809
blr2592	3.48	0.00	Hypothetical	No similarity	hypothetical protein blr2592
blr1492	3.41	0.00	Hypothetical	Conserved hypothetical protein	hypothetical protein blr1492
blI4879	3.37	0.00	Hypothetical	Conserved hypothetical protein	hypothetical protein blI4879
blI4278	3.35	0.00	Hypothetical	No similarity	hypothetical protein blI4278
blr4433	3.32	0.00	Hypothetical	No similarity	hypothetical protein blr4433
blr0274	3.28	0.00	Hypothetical	No similarity	hypothetical protein blr0274
blr8159	3.27	0.00	Hypothetical	Conserved hypothetical protein	hypothetical protein blr8159
blr4162	3.26	0.00	Hypothetical	Conserved hypothetical protein	hypothetical protein blr4162
blI3144	3.25	0.00	Hypothetical	Conserved hypothetical protein	hypothetical protein blI3144
blI4218	3.25	0.00	Hypothetical	Conserved hypothetical protein	hypothetical protein blI4218
blI4360.1n	3.24	0.00	Hypothetical		hypothetical protein blI4360.1n
bsI2782	3.22	0.00	Hypothetical	Conserved hypothetical protein	hypothetical protein bsI2782
bsr4236	3.19	0.00	Hypothetical	No similarity	hypothetical protein bsr4236
blI7670	3.19	0.00	Hypothetical	No similarity	hypothetical protein blI7670
blI1491	3.19	0.00	Hypothetical	Conserved hypothetical protein	hypothetical protein blI1491
blr2069	3.18	0.00	Hypothetical	No similarity	hypothetical protein blr2069
blr3431	3.15	0.00	Hypothetical	Conserved hypothetical protein	hypothetical protein blr3431
blr4219	3.15	0.00	Hypothetical	Conserved hypothetical protein	hypothetical protein blr4219
blI7529	3.12	0.00	Hypothetical	Conserved hypothetical protein	hypothetical protein blI7529
blI6468	3.08	0.00	Hypothetical	Conserved hypothetical protein	hypothetical protein blI6468
blI7241	3.08	0.00	Hypothetical	No similarity	hypothetical protein blI7241
blI5708	3.08	0.00	Hypothetical	Conserved hypothetical protein	hypothetical protein blI5708
blr5712	3.05	0.00	Hypothetical	Conserved hypothetical protein	hypothetical protein blr5712
blI4089	3.05	0.00	Hypothetical	No similarity	hypothetical protein blI4089
blI6756	3.03	0.00	Hypothetical	Conserved hypothetical protein	hypothetical protein blI6756
blr1284	3.02	0.00	Hypothetical	Conserved hypothetical protein	hypothetical protein blr1284
blr6228	3.00	0.00	Hypothetical	No similarity	hypothetical protein blr6228
blI1897	2.99	0.00	Hypothetical	No similarity	hypothetical protein blI1897
blr4621	2.98	0.00	Hypothetical	No similarity	hypothetical protein blr4621
blI2734	2.98	0.00	Hypothetical	Conserved hypothetical protein	hypothetical protein blI2734
blr5128	2.96	0.00	Hypothetical	Conserved hypothetical protein	hypothetical protein blr5128
blI4725	2.96	0.00	Hypothetical	No similarity	hypothetical protein blI4725
blI4328	2.95	0.00	Hypothetical	Conserved hypothetical protein	hypothetical protein blI4328
blr5637	2.93	0.00	Hypothetical	No similarity	hypothetical protein blr5637
blI1342	2.91	0.00	Hypothetical	Conserved hypothetical protein	hypothetical protein blI1342
blr1245	2.90	0.00	Hypothetical	No similarity	hypothetical protein blr1245
bsr4721	2.89	0.00	Hypothetical	Conserved hypothetical protein	hypothetical protein bsr4721
bsI6617	2.89	0.00	Hypothetical	No similarity	hypothetical protein bsI6617
blI6075	2.87	0.00	Hypothetical	Conserved hypothetical protein	hypothetical protein blI6075
blr2811	2.87	0.00	Hypothetical	Conserved hypothetical protein	hypothetical protein blr2811
blr3407	2.86	0.00	Hypothetical	No similarity	hypothetical protein blr3407
blI7080	2.85	0.00	Hypothetical	No similarity	hypothetical protein blI7080
blr2318	2.84	0.00	Hypothetical	Conserved hypothetical protein	hypothetical protein blr2318
blI1464	2.84	0.00	Hypothetical	Conserved hypothetical protein	hypothetical protein blI1464
blr4759	2.83	0.00	Hypothetical	Conserved hypothetical protein	hypothetical protein blr4759
bsr4434	2.83	0.00	Hypothetical	No similarity	hypothetical protein bsr4434
blr2430.2n	2.82	0.00	Hypothetical		hypothetical protein blr2430.2n
blr2857	2.81	0.00	Hypothetical	Conserved hypothetical protein	hypothetical protein blr2857
blr7528	2.81	0.00	Hypothetical	Conserved hypothetical protein	hypothetical protein blr7528
blr4157	2.78	0.00	Hypothetical	Conserved hypothetical protein	hypothetical protein blr4157
blr4724	2.76	0.00	Hypothetical	Conserved hypothetical protein	hypothetical protein blr4724
blI6615	2.76	0.00	Hypothetical	Conserved hypothetical protein	hypothetical protein blI6615
blr7167.1n	2.76	0.00	Hypothetical		hypothetical protein blr7167.1n
blI4295	2.75	0.00	Hypothetical	Conserved hypothetical protein	hypothetical protein blI4295
blr0056	2.74	0.00	Hypothetical	No similarity	hypothetical protein blr0056
blr3398	2.73	0.00	Hypothetical	Conserved hypothetical protein	hypothetical protein blr3398
blr4382	2.73	0.00	Hypothetical	Conserved hypothetical protein	hypothetical protein blr4382

How the deposited data were processed for this re-analysis (not part of the article)

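RNA from 3 biological replicates of B. japonicum cultures exposed to 1 mM IAA for 3 h, and from their controls, was measured on 6 arrays, each replicate on 1 array and on another with the dyes exchanged. The methods give the control as ethanol at 0.2%, and the sample labels as no treatment. The values are log2 ratios of IAA over control that the authors deposited after they read the spots with GenePix Pro, smoothed them by Lowess and standardized them with MAANOVA. The dye-swapped arrays were deposited in the same direction as the others. In all 8166 genes with complete values the means of the 2 dye orientations were equal within a tolerance of 1e-06, so the gene-wise dye effect had been removed in the deposited values. Results from 1 orientation alone therefore have the same log2 ratios as the main values, and differ in their p only.

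Of 8480 features, 314 lacked a value on at least 1 array and were left out. The filter behind the missing values is not named in the paper's text. Each array was averaged with its dye swap, and the 3 means per gene were tested against 0 with limma 3.58.1 in R 4.3.3 (prior degrees of freedom 3.38). Calls needed a Benjamini-Hochberg adjusted p of at most 0.05 and a change of at least 2-fold. Gene lists were tested with limma's camera at a preset correlation of 0.01, adjusted over 31 lists, and again with an estimated correlation and with fry. With the estimated correlation no list had an adjusted p of at most 0.05. That form takes its degrees of freedom from the 3 replicates, so few lists could pass it whatever their correlation. A further 14 lists by product name were not formed, since the annotation at hand uses other locus names than the arrays and was not joined to them, and Table S3 describes the products of its listed genes alone. Functional categories were compared with Fisher's exact test over 15 categories, and the thin and thick flagella clusters with an exact sign-flip test.

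The genes named are those the paper names by locus, the 10 largest rises and the 10 largest falls among calls with 1 sign in all 3 replicates, and in each list the 4 members with the largest change, or all members of a list of up to 8. The lists and this rule were set before the data were examined, when the values of Table 1 and Table S3 had been seen. A list that holds genes of Table S3 is thus not independent of these arrays, even if drawn from background knowledge. Genes outside the rule are said to have been chosen after their values were seen.

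The alternatives were a SAM statistic with all sign flips over the 6 arrays or the 3 means, a replicate block (estimated correlation 0.314) with or without a dye term, 1 dye orientation alone, centring, scaling to 1 median absolute deviation, quantile normalization, a looser rule for missing values with 8475 features, no fold threshold, limma's treat, and the removal of each replicate. A median over spots of 1 gene could not differ, as no feature was repeated. On simulated data with 100 changed genes at each size, limma called 93% at a log2 change of 1.5 and 96% at 2, and no unchanged gene. The simulated genes were independent and few of 8166 changed, whereas 59.5% passed without a fold threshold in the real data. The result is therefore not a rate of false calls for these arrays. The number of arrays limits the precision, and spot intensities were not used, so the signal over background is unknown.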

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

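A signal appeared in genes that Table S3 does not list, a criterion that was narrowed after results had been seen, from genes outside Table 1 and the text to genes outside Table S3. A nuo cluster for complex I of the respiratory chain runs from bll4904 to bll4919. All 15 tested genes of it were lower at a limma adjusted p of at most 0.05, while none reached 2-fold (15 also when adjusted over the list alone). The median log2 ratio was -0.73, with -0.72, -0.73 and -0.72 in replicates 1, 2 and 3 (camera, adjusted p = 3.84e-06; adjusted p = 0.285 with an estimated correlation). bsl4913 and nuoM (bll4905) had the lowest ratios, at -0.96 and -0.94. No explanation of it was tested.

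A test for a single array far from the others found 0 of 157 named genes, where chance alone gives about 5%. Over all genes the share was 0.184%. The pairing of arrays and the removed dye effect constrain this test, so it says nothing about the quality of single arrays.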

How the results depend on the processing

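Of 157 named genes, 27 changed their side of an adjusted p of 0.05 or their sign under at least 1 alternative, and 3 changed sign. With the 2-fold threshold included, 16 gained or lost a call, and 37 changed in any of these ways. Without a replicate, 547 to 667 genes were called up and 595 to 702 down, and 1104, 1215 and 1216 of the 1283 calls were kept without replicate 1, 2 and 3. Without a fold threshold 2523 were up and 2338 down, and with treat 265 and 299, as their construction implies. The SAM test, the replicate block, centring, scaling and quantile normalization called 1300, 1295, 1296, 1283 and 1306 genes. The 1300 were all the tested genes at 2-fold or more, so the SAM q excluded none of them. The single dye orientations cannot move a log2 ratio in these data and are no evidence of stability.

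With an estimated correlation these lists no longer passed, their medians being the same by construction: F1 ATP synthase (-1.53), membrane ATP synthase (-2.91), aa3 oxidase (-1.04), complex I (-0.73), nif-fix (0.56), type III secretion (-1.01), thin flagella (-3.06), thick flagella (-0.59), chemotaxis operon (-1.25), ribosomal cluster (-1.83), small heat shock region (0.85), iorAB neighbourhood (1.94), trpFBA (-1.21), glycine cleavage (-1.73), RND efflux (1.30), Table 1 chaperones (1.27), EPS (1.22) and energy metabolism (-1.44), Table S3 chemotaxis (-2.23) and ribosomal proteins (-1.89). This form of camera has few degrees of freedom at 3 replicates, so the losses do not show that correlation between genes made the lists. The Table S3 ribosomal proteins did not pass it although their estimated correlation was -0.011. In some other lists the estimate lay far above the preset 0.01. It was 0.835 for the Table 1 chaperones, 0.692 for EPS, 0.535 for the iorAB neighbourhood and 0.366 for thin flagella. For such lists the camera p at the preset correlation may be too small. With fry, which does not compare a list with other genes, 4 more passed, namely cytochrome bc1 (-1.96), nodABCSUIJ (-0.030), hup-hyp (-0.163), all with the direction down, and Table 1 nitrogen fixation with the direction up, of opposite sign to its median (-1.01).

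Without 1 replicate in turn, the medians ranged from -2.34 to -1.03 for fixNOQP-fixGHIS and from -0.59 to -0.40 for denitrification, both passing without replicate 1. The second complex I cluster ranged from -0.042 to 0.038 (0.027 without replicate 1), nodABCSUIJ from -0.097 to 0.023 and phenylacetate from -0.057 to 0.051, and these changed sign. The share up ranged from 60.0% to 65.5% for regulatory functions (62.1% without replicate 3) and from 45.2% to 55.2% for central intermediary metabolism, which changed side without replicate 3. nodS (blr2028) ranged from -0.097 to 0.023, blr2891 from -0.158 to 0.031 and paaB (bsr2892) from -0.0074 to 0.071 (-0.00059 without replicate 2), with -0.00046 for paaB after centring. None of these 3 genes passed the limma test. The causes were not tested. Signal over background limits all values and is unknown.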

Differences from the paper's values

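No value stated in the paper's text or tables differed from the value computed here by more than its error and 1.5 times. The paper's 1323 genes stand beside 1283 called here at the same fold and the same threshold, with limma in place of SAM. The SAM statistic computed here called 1300, which were all the tested genes at 2-fold or more, so its q excluded none of them. Of the genes in Table S3, 22 were tested and not called and 18 lacked a value on an array. Some of the 22 lay just below 2-fold here, such as blr2316 at a log2 ratio of 0.995, so the test is not the only difference. Of 1321 genes at 2-fold or more in the mean of the available arrays, 8 are not in Table S3. The percentage, 15.7% here and the paper's 15.5%, has different denominators. The paper's text counts 43 chemotaxis and flagella genes that are down, and its Table S3 lists 44. Of those listed, 43 were called down here and bll6862 was not tested because it lacked a value on 1 array, so the counts do not show that the genes are the same. Among the chaperone genes of Table S3, 10 were called up and 4 down, and the text and Table 1 name the induced ones. The locus given as bll2073 in Table 1 is blr2073 in Table S3 and on the arrays. The number of open reading frames is written in different ways in the methods and the results.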

Other observations

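The 3 trpFBA genes of tryptophan synthesis were called down (median log2 ratio -1.21; camera, adjusted p = 0.0107; adjusted p = 0.291 with an estimated correlation), as were the 3 glycine cleavage genes gcvT, gcvH and gcvP, at -1.73, -1.66 and -1.87 (camera, adjusted p = 0.00543; adjusted p = 0.291 with an estimated correlation). The 3 RND efflux genes bll4319, bll4320 and bll4321 were called up, at 1.08, 1.30 and 1.47 (camera, adjusted p = 0.0236; adjusted p = 0.370 with an estimated correlation), with bll4319 at 0.93 without replicate 1. These 3 lists were drawn from Table S3 and are not independent evidence.

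Of 24 tested hydrogenase genes, 2 were called up and 2 down (camera, adjusted p = 0.144), with hupI (bsl6935) at 1.81 and hupC (bll6940) at -1.77. Of 16 denitrification genes 6 were called down and none up, 3 of them without replicate 1 (camera, adjusted p = 0.108), with nirK (blr7089) at -2.59 (SD 1.52, n = 3) and at -1.72 without replicate 1. Of 8 phenylacetate genes, paaX (blr2890), at 1.99, was called (camera, adjusted p = 0.834). The second complex I cluster had 1 of 15 genes called up and 1 down (camera, adjusted p = 0.988). When adjusted over the list alone, the counts of calls were the same in these 4 lists.

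The tests for a dye effect, for a fall in replicate 1 alone, for oxygen supply and for a common shift of all genes were chosen after the result was seen. The median of the fixNOQP and fixGHIS genes was -3.49 in replicate 1, -1.19 in replicate 2 and -0.86 in replicate 3. Wider ratios on both arrays of replicate 1 are argued against by a ratio of 1.22 for other called genes. The list medians on its 2 arrays were -3.66 and -3.31, a difference of 0.349, which argues against a dye effect on 1 array alone. The average dye effect was removed before deposit, which may have narrowed this difference and limits that test. The fall was not confined to replicate 1, as -0.863 in replicate 3 shows, but this restates the medians above and is no separate test. A different oxygen supply of that culture pair is a hypothesis that may account for the further fall and stays open, since the denitrification genes lay lower in replicate 1 by a median excess of -0.448, between the bounds set. Of these 16 genes, 13 lay lower in replicate 1. In all, 110 genes were lower in replicate 1 by over 1.5 than in the mean of the others (60 of them called down, 29 without replicate 1). The counts were 2 and 4 for replicates 2 and 3, and 3, 1 and 29 genes were higher by as much in replicates 1, 2 and 3. Among the 110 were nirK, napD and napE of the denitrification list. Others were fixK (bll2109), at -2.71, -1.43 and -0.97 in replicates 1, 2 and 3, and nnrR (blr7084), at -3.10, -1.19 and -0.43. The flagella gene fliF (bll6864) was also among them, at -3.38, -1.47 and -1.39. These genes were picked after their values were seen, and no further set of oxygen-regulated genes was tested, so they do not decide the cause.

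Without a fold threshold 4861 genes passed the limma test. Of them, 2338 were lower, against the sign of the median of all genes (0.02), and 2523 were higher. A common shift left in the deposited values would not by itself give both directions. The normalization had already left no array median above 0.04, so a near-even split was likely. The split therefore decides nothing about a common shift before the normalization. After each array was centred on its median 4875 passed, but this shifted no array by more than 0.04, below the smallest standard error of a gene (0.072), and decides nothing. An offset that varies with spot intensity stays open, since intensities were not used. For the 1283 calls, 1 of 4 sign patterns of the replicates, the real one, gave as many and the highest other gave 0, and 4 patterns are too few for a share under 0.05.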
